# Complement C3aR depletion reverses HIF-1**α**–induced metabolic impairment and enhances microglial response to A**β** pathology

**DOI:** 10.1172/JCI167501

**Published:** 2023-06-15

**Authors:** Manasee Gedam, Michele M. Comerota, Nicholas E. Propson, Tao Chen, Feng Jin, Meng C. Wang, Hui Zheng

**Keywords:** Neuroscience, Alzheimer disease, Complement, Mouse models

## Abstract

Microglia are the major cell type expressing complement C3a receptor (C3aR) in the brain. Using a knockin mouse line in which a Td-tomato reporter is incorporated into the endogenous *C3ar1* locus, we identified 2 major subpopulations of microglia with differential C3aR expression. Expressing the Td-tomato reporter on the *APP*^NL-G-F^–knockin (APP-KI) background revealed a significant shift of microglia to a high-C3aR-expressing subpopulation and they were enriched around amyloid β (Aβ) plaques. Transcriptomic analysis of C3aR-positive microglia documented dysfunctional metabolic signatures, including upregulation of hypoxia-inducible factor 1 (HIF-1) signaling and abnormal lipid metabolism in APP-KI mice compared with wild-type controls. Using primary microglial cultures, we found that *C3ar1*-null microglia had lower HIF-1α expression and were resistant to hypoxia mimetic–induced metabolic changes and lipid droplet accumulation. These were associated with improved receptor recycling and Aβ phagocytosis. Crossing *C3ar1*-knockout mice with the APP-KI mice showed that C3aR ablation rescued the dysregulated lipid profiles and improved microglial phagocytic and clustering abilities. These were associated with ameliorated Aβ pathology and restored synaptic and cognitive function. Our studies identify a heightened C3aR/HIF-1α signaling axis that influences microglial metabolic and lipid homeostasis in Alzheimer disease, suggesting that targeting this pathway may offer therapeutic benefit.

## Introduction

Alzheimer disease (AD), the leading cause of dementia in the elderly, is pathologically characterized by the accumulation of amyloid β (Aβ) plaques and intracellular tau tangles and accompanying neuroinflammation associated with reactive microglia and astrocytes (1, 2). In addition, increasing evidence implicates metabolic deficits as a contributor to AD pathogenesis (3–7).

The mammalian brain has a high energy demand, emphasizing the need for efficient ATP production. Microglia, the major immune cells and the primary phagocytes in the brain, consume ATP to efficiently execute their functions such as phagocytosis, immune surveillance, synaptic maintenance, and trophic support. The metabolically adaptive state of microglia allows them to primarily depend on oxidative phosphorylation (OXPHOS) for their ATP production (8, 9), but also switch to glycolysis in response to high energy needs (10). Hypoxia-inducible factor 1α (HIF-1α), a subunit of HIF-1, is an essential molecule in oxygen sensing and a canonical modulator of metabolic reprogramming. HIF-1 acts on mRNA synthesis to induce the production of glycolytic enzymes and glucose transporters such as pyruvate dehydrogenase kinase 1 (PDK1) and phosphofructokinases (PFK2 and PFKL) to increase the rate of glycolysis and inhibit aerobic respiration. Acute activation of HIF-1α signaling results in the rapid metabolic switch from OXPHOS to anaerobic glycolysis (11–14), allowing fast production of ATP in response to high energy demand. However, in contrast to the 36 ATP per glucose produced by OXPHOS, this process produces only 2 ATP per glucose molecule, which is not sustainable in chronic conditions. Thus, sustained HIF-1 activation leads to compromised cellular bioenergetics and metabolic function.

Microglia display dynamic changes in response to Aβ pathology. Activated microglia cluster around Aβ plaques to form a protective barrier and are also responsible for Aβ uptake and clearance (15). However, microglia under chronic Aβ exposure become reactive and neuroinflammatory (5), exhibiting altered HIF-1 and other metabolic pathways (3, 5, 16, 17) and their response to Aβ pathology.

A major driver of neuroinflammation is the complement pathway, an evolutionarily conserved innate immune signaling mechanism (18, 19). Genetic and functional studies have linked multiple components of the complement pathway to late-onset AD (20–24). C3, a central component of complement signaling, is cleaved by C3 convertase to form C3a, which interacts with its receptor C3aR, predominantly found on tissue macrophages and microglia in the brain, to elicit downstream responses (18). Generally regarded as a mediator of inflammation, recent evidence also implicates C3/C3aR signaling in regulating cellular metabolic processes (25–28). We and others have shown that levels of C3 and C3aR in the brain are elevated in aging and AD mouse models as well as in patients with AD and that their inactivation conferred protection against age-associated functional decline and AD neuropathology (22, 29–32). However, the downstream mechanisms underlying C3aR’s effects are not well understood.

By crossing a C3aR reporter line in which Td-tomato was integrated into the endogenous *C3ar1* locus (33) with *APP*^NL-G-F^–knockin (APP-KI) mice, which carries a humanized Aβ sequence with Swedish, Iberian, and Arctic mutations (34), we found that C3aR was highly enriched in microglia surrounding Aβ plaques. These microglia displayed a compromised metabolic state, with elevated HIF-1α signaling and altered lipid metabolic profiles. Mechanistically, we provide data showing that HIF-1α acted downstream of C3aR to influence microglial bioenergetics and metabolic fitness. Microglia lacking C3aR are resistant to hypoxia mimetic–induced functional impairments, including reduced phagocytic receptor recycling and lipid droplet accumulation. Ablation of C3aR in APP-KI mice restored the lipid signatures and improved the microglial barrier and phagocytic function in response to Aβ pathology, resulting in reduced plaque formation and improved cognition.

## Results

### C3aR-positive microglia display upregulated HIF-1 and altered lipid metabolic profiles.

Microglia undergo dynamic changes in response to Aβ pathology, exhibiting molecular, morphological, and functional changes and subtype heterogeneity. Complement C3aR is known to be preferentially expressed in microglia in the brain, where its levels are elevated in AD conditions (29). To gain further understanding of the relationship between microglial C3aR and Aβ, we costained postmortem human AD brain tissues with anti-C3aR and anti–Iba-1 antibodies and found that Iba-1–positive microglia proximal to methoxy-X04–positive plaques displayed much higher C3aR expression compared with microglia distal from the plaques (Figure 1A). To visualize C3aR in mouse brains, we crossed the C3aR-Td-tomato reporter with the APP-KI mice, which develop Aβ plaque pathology at around 3 to 4 months, with synapse loss and cognitive deficits detectable at 6 months (34). Analysis of the mice at 9 months of age showed that, like human AD samples, microglia surrounding the Aβ plaques displayed higher C3aR staining compared with those not associated with the plaques (Figure 1B). To explore the heterogeneity further, we sorted the CD45^+^ and CD11b^+^ microglia from 9-month-old wild-type (WT) and APP-KI mice crossed with the Td-tomato C3aR reporter line and profiled C3aR expression based on Td-tomato intensity (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/JCI167501DS1) (33). In WT mice, we detected a small percentage of cells with either low C3aR (C3aR^lo^) or high (C3aR^hi^) expression, while the majority of microglia exhibited modest levels of C3aR (C3aR^mid^) (Figure 1, C and D). Consistent with higher C3aR expression in response to Aβ pathology, there was a dramatic shift of the C3aR^mid^ population to C3aR^hi^ in APP-KI mice. Interestingly, the C3aR^lo^ population remained unchanged. Similar results were also observed in microglia of 5xFAD mice (Supplemental Figure 1, D–F).

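RNA was sequenced from C3aR-positive microglia of 3 WT and 3 APP-KI mice at 9 months of age, 1 library per mouse. These cells were sorted by the Td-tomato reporter, a red fluorescent protein made under the control of C3ar1. APP-KI mice carry a mutated humanized App gene in place of their own and develop Aβ plaques. The authors aligned the reads to the mouse genome (mm10, the same assembly as GRCm38) with TopHat. The deposited values are named FPKM, but they are not divided by gene length. Each value, multiplied by 1 number per library, is a whole number of reads for 100% of the values, and that number is the 75th percentile of the library's own read counts over all genes listed. The reads behind the values could therefore be recovered. They came to between 19962604 and 30388941 per WT library (median 26678326) and between 13939559 and 23086997 per APP-KI library (median 19321529). All values were multiplied by a single constant, 35.1, so that the scaled values are near CPM and the authors' scaling between libraries stays as it was. This constant was chosen once the unit was known and before any comparison was tested. Comparisons were made by limma with a mean-variance trend on log2(scaled value + 1), for the 12311 genes with a mean scaled value of at least 1. A log2 fold change on this scale understates the change of genes with low values. In simulated data of this design, in which 200 genes were changed, limma found 51% of those changed by 1 on the log2 scale and 84% of those changed by 2. The changed genes were drawn from those well above the lowest values tested, so genes with low values were not covered.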

To understand the molecular changes downstream of C3aR, we performed RNA-sequencing (RNA-seq) of Td-tomato–sorted, C3aR-expressing microglia from the WT and APP-KI mice (Supplemental Table 1). Principal component analysis showed distinct clustering of the 2 sample groups (Supplemental Figure 2A). 

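In the 6 libraries of C3aR-positive microglia, the first principal component of log2(scaled value + 1) held 53.9% of the variance and the second 14.5%. WT libraries lay between -50.2 and -45.5 on the first component and APP-KI libraries between 33.6 and 65.0, so that no library of one genotype lay among those of the other. Along the second component, the APP-KI libraries spread from -34.2 to 44.0 and the WT libraries from 1.97 to 7.82. With only genes of a mean scaled value of at least 5, the alternative that moved it most, the first component held 61.2%.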

A total of 2445 genes were upregulated, and 1414 genes were downregulated in APP-KI compared with WT. 

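At an adjusted p-value under 0.05 (limma, Benjamini-Hochberg adjustment over 12311 genes), 1602 genes were higher and 1196 lower in C3aR-positive APP-KI microglia than in WT. The median log2 fold change of all genes was -0.17 with the authors' scaling. With median ratio scaling between libraries in its place, that median was -0.04, and 1832 genes were higher and 643 lower. Without any 1 of the 3 WT libraries, between 608 and 648 genes were lower. In 5361 genes (43.55%) the 3 libraries of one genotype all lay on the same side of the 3 of the other, which chance gives for 10% of genes, and 2789 of them also passed the adjusted p-value. The largest rise was that of Gpnmb, with a log2 fold change of 8.40 (standard error 0.57, adjusted p = 3.0e-05 from limma). It was followed by Mamdc2 (7.23), Cst7 (7.07), Dkk2 (6.32) and Baiap2l2 (6.28). The largest fall was that of Ptger3 (-3.46, standard error 0.45, adjusted p = 0.00076 from limma), before Serpinf1 (-3.27), Tmem44 (-2.87), Kcnk12 (-2.68) and Gpr165 (-2.58).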

As expected, we found upregulation of reactive microglial genes and downregulation of homeostatic genes that have been previously reported in plaque-associated microglia (35–37) (Figure 1E and Supplemental Figure 2B). 

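Of the microglial genes that Supplemental Table 2 and Figure 1G list as raised, 6 were found by name, and all 6 were higher in C3aR-positive APP-KI microglia at an adjusted p-value under 0.05 by limma, both over all genes and adjusted over the list alone. Their median log2 fold change was 1.77. Trem2 had the smallest rise, from a scaled value of 700 ± 49.3 in WT to 1614 ± 193 in APP-KI (SD, n = 3 each), a log2 fold change of 1.20. Axl had the largest, from 106 ± 19.1 to 968 ± 247 (SD, n = 3 each), a log2 fold change of 3.16. All 8 homeostatic genes of the same lists were lower, with a median log2 fold change of -0.89, and 7 of them passed the threshold over all genes and 8 adjusted over the list alone. P2ry12 lies on chromosome 3 of GRCm38 from 59216272 to 59262871 on the minus strand. It fell from 1748 ± 184 to 851 ± 102 (SD, n = 3 each), a log2 fold change of -1.04 (standard error 0.14, adjusted p = 0.0010 from limma). Tmem119 changed by -1.45, Cx3cr1 by -0.74 and Tgfbr1, which did not pass over all genes, by -0.40 (adjusted p = 0.083 from limma). Cx3cr1 lost its call without any 1 of 5 libraries, all but APP-KI replicate 3, at changes between -0.80 and -0.65, and Tgfbr1 passed without that library (-0.49). The 20 genes labelled in Figure 1E and found by name were all higher, by a median of 2.02. As sets, the 3 lists passed camera with a preset correlation of 0.01 (adjusted p = 1.2e-08, 9.2e-07 and 1.0e-22) and also fry (adjusted p = 0.00054, 0.00018 and 0.00021). The paper names reactive and homeostatic genes as reported before, but labels the genes of Figure 1E in a plot of these libraries, so the test of that list is not independent evidence. The mean of each list separated the genotypes in every library (exact permutation test, two-sided, p = 0.1 for each list, the smallest p that 3 against 3 allow).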

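The hypoxia module of Supplemental Table 2 holds 26 genes, of which 25 had a mean scaled value of at least 1 in C3aR-positive microglia. All 25 were higher in APP-KI, with a median log2 fold change of 1.46. At an adjusted p-value under 0.05 by limma, 24 of them passed over all genes and 25 adjusted over the list alone. Hif1a, which encodes HIF-1α, lies on chromosome 12 of GRCm38 from 73901375 to 73947530 on the plus strand. Its scaled value rose from 190 ± 18.7 in WT to 853 ± 211 in APP-KI (SD, n = 3 each), with between 4019 and 19882 reads per library. The log2 fold change of Hif1a was 2.13 (standard error 0.18, adjusted p = 6.8e-05 from limma). Every APP-KI library lay above every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Egln3 had the largest change of the module, 4.56, followed by Bhlhe40 (3.51), Tnfsf8 (2.94) and Vegfa (2.37). Ndrg1, at 1.17, was the 1 gene that did not pass over all genes (adjusted p = 0.11 from limma). Fbxo21 lost its call without any single library other than APP-KI replicate 1, at changes between 0.56 and 0.83. Pgam1 lost it without any other than WT replicate 1, at changes between 0.96 and 1.27. Ero1l lost it without WT replicate 3 (1.18) or APP-KI replicate 3 (1.10). The gene that the module names Pgm2 was matched through the Ensembl identifier in the study's table to the gene listed as Pgm1, which changed by 1.22 (adjusted p = 0.0026 from limma). The other gene, listed as Pgm2, changed by 0.24 (adjusted p = 0.44 from limma). Among the HIF-1α targets measured by qPCR in Figure 2, I–K, Pdk1 changed by 0.66 and Pfkl by 0.95, and Pdk1 did not pass without WT replicate 3 (0.47) or APP-KI replicate 3 (0.59). Pfkfb2, taken here for the target that the figure names Pfk2, changed by -0.24 (adjusted p = 0.65 from limma) and turned to 0.08 without APP-KI replicate 3. As a set the module passed camera (adjusted p = 1.5e-19) and fry (adjusted p = 0.00054). The paper shows this module in a heatmap of these same libraries. If its genes were picked there, the tests of the module are not independent evidence. No list of the KEGG pathway's genes was used here.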

Intriguingly, KEGG pathway analysis of dysregulated genes revealed an altered metabolic profile in APP-KI microglia compared with WT, with the HIF-1α signaling pathway as one of the most significantly changed pathways (*P* = 0.0144; Figure 1F). A similar relationship between C3aR and HIF-1α in microglial cells was also found by analyzing a published single-cell transcriptomic data set (GEO GSE127893) of WT and APP-KI mice (Supplemental Figure 2, C and D) (37). Besides the HIF-1α pathway, genes associated with lipid metabolic pathways were also found to be upregulated in APP-KI microglia compared with WT controls (Figure 1G and Supplemental Table 2). Together, these results demonstrate that C3aR levels were elevated in microglia surrounding Aβ plaques and these microglia exhibited altered metabolic profiles exemplified by the upregulation of HIF-1α and lipid signaling pathways.

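All 13 lipid metabolism genes of Supplemental Table 2 and Figure 1G with a mean scaled value of at least 1 were higher in C3aR-positive APP-KI microglia at an adjusted p-value under 0.05 by limma, over all genes and adjusted over the list alone. Their median log2 fold change was 2.41, and the changes ran from 0.64 for Apobec1, which did not pass over all genes without WT replicate 3 (0.49), to 5.17 for Fabp5. Lpl lies on chromosome 8 of GRCm38 from 68880491 to 68907448 on the plus strand. Its scaled value rose from 27.7 ± 8.44 to 931 ± 150 (SD, n = 3 each), a log2 fold change of 5.05 (standard error 0.21, adjusted p = 3.9e-06 from limma). Apoe, on chromosome 7 from 19696109 to 19699188 on the minus strand, rose from 4388 ± 613 to 23548 ± 5220 (SD, n = 3 each), a log2 fold change of 2.41. Plin2 rose by 1.28, Soat1 by 1.02 and Nceh1 by 2.78. Fabp3, Ch25h and Dgat2 had mean scaled values of 0.156, 0.429 and 1.12 in WT, so their log2 fold changes of 3.86, 4.69 and 2.44 depend on the pseudocount. The set passed camera (adjusted p = 8.2e-15) and fry (adjusted p = 0.00021). The paper lists these genes as raised in these same libraries, so the tests of this list are not independent evidence.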

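C3ar1, which encodes C3aR, lies on chromosome 6 of GRCm38 from 122847138 to 122856161 on the minus strand. In C3aR-positive microglia its scaled value was 70.8, 81.0 and 37.5 in the 3 WT libraries and 382, 251 and 201 in the 3 APP-KI libraries, from between 1056 and 7405 reads per library. The log2 fold change was 2.14 (standard error 0.30, adjusted p = 0.0010 from limma). Both genotypes were sorted for C3aR through the reporter. The WT values lay at the level of the knockout libraries described later (39.8 to 80.2) and below those of WT microglia not selected on C3aR (275 to 339), so the reads on C3ar1 do not show this selection in WT. Set against the study's own table, with the median gene at 0 on the log2 scale, the reads on C3ar1 lay between -2.32 and -1.52 in the WT libraries and between -0.95 and -0.03 in the APP-KI libraries. The paper draws on the changes in these libraries, its staining, its flow cytometry and a published single-cell data set. It concludes that C3aR rises in microglia around Aβ plaques and such microglia have an altered metabolic profile, with higher HIF-1α and lipid signaling pathways.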

### Absence of C3aR dampens HIF-1α–induced metabolic and functional perturbations.

Chronic exposure to hypoxia has been shown to compromise microglial metabolism and energy production (16). Our studies described above established a positive correlation between C3aR and HIF-1α signaling pathways. To assess a functional role of C3aR in HIF-1α expression and regulation, we prepared primary microglial cultures from littermate WT and *C3ar1*-knockout (C3aR-KO) mice (23). Immunostaining using an anti–HIF-1α antibody showed reduced HIF-1α staining in C3aR-KO cells (Figure 2, A and B, and Supplemental Figure 2E). This was associated with higher ATP concentrations (Figure 2C). Reduced HIF-1α expression was also detected by treating BV-2 microglia-like cells with a C3aR antagonist (C3aRA) (Figure 2, D and E; compare vehicle vs. C3aRA), supporting a direct regulation of HIF-1α by C3aR. Treating the BV-2 cells with cobalt chloride (CoCl_2_), a hypoxia mimetic agent that prevents the degradation of HIF-1α, led to further increases in HIF-1α levels, as expected. Remarkably, CoCl_2_-induced HIF-1α upregulation was blunted by cotreatment with the C3aRA (Figure 2, D and E; compare C3aRA with C3aRA-CoCl_2_). This result was further validated by incubating WT and C3aR-KO microglial cultures under normoxic or hypoxic conditions, showing elevated HIF-1α immunostaining (Figure 2, F and G) and *Hif1a* mRNA expression (Figure 2H) under hypoxia in WT but not C3aR-KO cultures. Quantitative PCR (qPCR) analysis of mRNA levels of HIF-1α downstream targets showed that treating the WT microglial cells with CoCl_2_ resulted in increased expression of glycolysis-promoting targets *Pdk1* (Figure 2I), *Pfkl* (Figure 2J), and *Pfk2* (Figure 2K). Consistent with HIF-1α expression dampened by *C3ar1* deficiency, the degree of induction of these HIF-1α targets was significantly lower in CoCl_2_-treated C3aR-KO microglia compared with WT cells (Figure 2, I–K, and Supplemental Table 3).

To assess the overall effect of the C3aR/HIF-1α axis on microglial metabolic fitness, we performed Seahorse assays in WT and C3aR-KO primary microglial cultures (Figure 2L). We found that, while basal responses were similar between WT and C3aR-KO (Figure 2, M–O; compare WT-vehicle with C3aR-KO–vehicle), treating the WT cultures with CoCl_2_ led to a dramatic reduction in both the basal oxygen consumption rate (OCR) and maximal OCR measured after injection of FCCP, a potent uncoupler of mitochondrial OXPHOS (Figure 2, M and N; compare WT-vehicle with WT-CoCl_2_) as well as ATP production OCR (Figure 2O). Strikingly, the C3aR-KO cultures were resistant to CoCl_2_ treatment, displaying similar basal respiration, maximal respiration, and ATP production OCR compared with vehicle-treated WT and C3aR-KO cells (Figure 2, M–O).

Having established a beneficial effect of C3aR deletion on microglial metabolic fitness, we went on to test its functional effect on phagocytosis. We first performed a receptor recycling assay, as microglial phagocytosis depends partially on their ability to recycle cell surface receptors. We found that microglial cells with depleted C3aR had higher recycling of TREM2 and CD36, which are well-recognized phagocytic receptors for Aβ, compared with WT microglia (Figure 3, A–D). Similar results were obtained by treating the BV-2 cells with C3aRA (Supplemental Figure 3). Consistent with this finding, measurement of bead uptake in primary microglial cells showed higher levels of internalized beads in C3aR-KO cells compared with WT controls under both basal and hypoxia mimetic–treated conditions (Figure 3, E and F). Similar analysis of Aβ42 phagocytosis showed that, although the baseline uptake was indistinguishable between WT and C3aR-KO cells, CoCl_2_ treatment resulted in a dramatic reduction in Aβ uptake in WT cells, and the degree of the reduction was significantly lower in C3aR-KO cells (Figure 3, G and H).

The effect of HIF-1α on lipid metabolism is well documented in the literature (38). Given that C3aR-positive microglia in APP-KI mice displayed a significant upregulation of genes involved in HIF-1α signaling and lipid metabolism, we wanted to evaluate the effect of C3aR on overall lipid dynamics and its relationship with the HIF-1α pathway. Measurement of BODIPY-positive lipid droplet accumulation in WT and C3aR-KO cells showed that, whereas there were no appreciable differences between the 2 groups at baseline, there was a significant accumulation of BODIPY-positive lipid droplets in WT microglia compared with C3aR-KO cells when these cells were treated with CoCl_2_ (Figure 4, A and B). Since lipid droplet accumulation in microglia is also observed in inflammatory conditions, we first treated BV-2 cells with LPS, C3aR ligand C3a, or C3aRA either separately or in combination. We found that LPS treatment led to a significant accumulation of BODIPY-positive lipid droplets (Figure 4, C and D). Although C3a or C3aRA treatment alone did not have an appreciable effect, cotreatment with LPS and C3a further augmented the lipid droplet accumulation, and these effects were abolished by pretreating the cells with C3aRA (Figure 4, C and D). Similarly, treating the primary microglial cultures with LPS led to a significant upregulation of BODIPY-positive lipid droplet accumulation in WT cells compared with C3aR-KO cells (Figure 4, E and F). Cotreatment with LPS and C3a resulted in an even greater accumulation of lipid droplets in WT microglial cells but not in C3aR-KO cultures. These results support a causal role of C3a/C3aR signaling in mediating LPS-induced lipid droplet accumulation.

Overall, the studies combined demonstrate that C3aR deficiency leads to lower HIF-1α levels and higher ATP production, resulting in resistance to hypoxia mimetic–induced metabolic and functional perturbations, as demonstrated by higher phagocytic activity and reduced lipid droplet accumulation.

### Deletion of C3ar1 reverses lipid dysregulation in APP-KI mice.

To investigate the effect of C3aR in lipid regulation and AD pathogenesis in vivo, we crossed the APP-KI mice with the C3aR-KO mice (Supplemental Figure 4). 

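Sorted microglia were sequenced from 3 WT, 3 C3aR-KO, 3 APP-KI and 5 APP-KI; C3aR-KO mice at 9 months of age, 1 library per mouse, without selection on C3aR. C3aR-KO mice lack a working C3ar1 gene. The values have the unit described for the C3aR-positive microglia and were scaled by the same constant. Recovered reads came to between 67797819 and 76608464 per WT library (median 68554356) and between 61843354 and 69483570 per C3aR-KO library (median 65559856). They came to between 44418969 and 55722037 per APP-KI library (median 45358976) and between 42239056 and 69658208 per APP-KI; C3aR-KO library (median 59494067). The library numbers fall into 2 series, each with all 4 genotypes, and the series was a term of the model. All 14 libraries were fitted together, over the 12402 genes with a mean scaled value of at least 1. In simulated data of this design, limma found 25% of the genes changed by 1 on the log2 scale and 80% of those changed by 2. The changes were put into APP-KI alone, in genes well above the lowest values tested, and sought in APP-KI against WT. A gene had the same spread in all simulated libraries, so unusual libraries were not covered. The real share may be lower, and it was not measured for APP-KI; C3aR-KO against APP-KI.

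The targeted gene was looked at first. The scaled value of C3ar1 was 315 ± 34.6 in WT, 289 ± 113 in APP-KI, 57.8 ± 15.6 in C3aR-KO (SD, n = 3 each) and 72.8 ± 7.39 in APP-KI; C3aR-KO (SD, n = 5). Every library labelled as a knockout lay below every other library, so the knockout part of the labels held in all 14, and C3ar1 does not tell APP-KI from WT. Reads remained on the gene in the knockouts, between 2537 and 5502 per library. The log2 fold change was -2.39 for C3aR-KO against WT (standard error 0.27, adjusted p = 0.0034 from limma) and -1.95 for APP-KI; C3aR-KO against APP-KI (standard error 0.24, adjusted p = 0.0097 from limma). For APP-KI against WT it was -0.13 (standard error 0.27, adjusted p = 0.97 from limma), and without APP-KI replicate 4 it was 0.17.

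**Figure D1:**
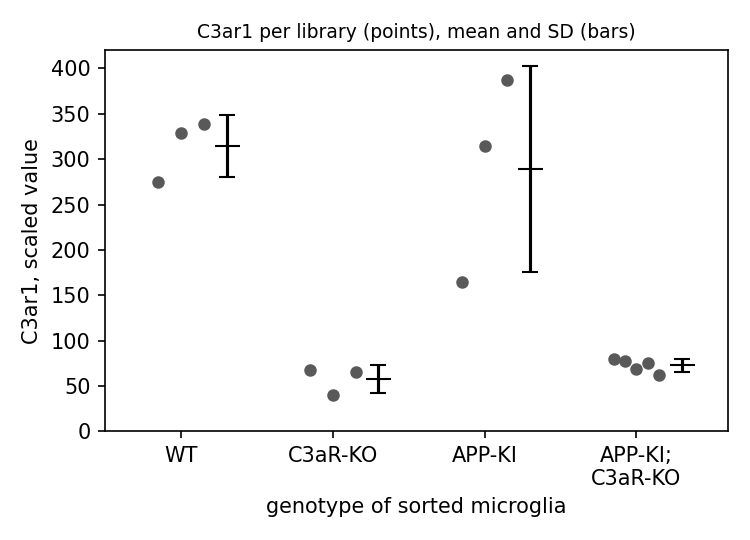
The scaled value of C3ar1 (vertical axis, near CPM) in each library of sorted microglia (points), with the mean and SD of each genotype beside them. The 8 knockout libraries lie between 39.8 and 80.2, below all 6 others.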

RNA-seq of sorted microglia from 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice followed by gene set enrichment analysis (GSEA) showed that deletion of *C3ar1* in APP-KI mice resulted in partial rescue of genes that were upregulated in APP-KI mice (Supplemental Figure 5A), particularly in pathways associated with AD, inflammation, and immune system activation. 

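In sorted microglia of the 4 genotypes, 275 genes were higher and 239 lower in APP-KI than in WT at an adjusted p-value under 0.05 (limma). The 5 genes with the largest rise were those of the C3aR-positive microglia, Gpnmb (log2 fold change 8.79), Mamdc2 (7.24), Cst7 (7.18), Dkk2 (6.11) and Baiap2l2 (5.90). Those with the largest fall were Serpinf1 (-3.42), Gpr165 (-3.22), Tmem44 (-3.10), Ptger3 (-3.02) and Sema4b (-2.74). Over the other settings, later ones and left-out libraries included, the fall of Gpr165 passed in 28 of 28, that of Sema4b in 26 of 28, Tmem44 in 23 of 28, Ptger3 in 16 of 27 and Serpinf1 in 11 of 28. Without WT replicate 4 none of the last 4 passed (-2.53, -2.94, -2.83 and -3.28), and without APP-KI replicate 4 Ptger3 (-2.36) did not, while Serpinf1 was -2.10 and passed. These counts leaned on single libraries: without WT replicate 4 there were 152 higher and 66 lower genes, and without APP-KI; C3aR-KO replicate 1 there were 415 and 422. Between APP-KI; C3aR-KO and APP-KI, 0 genes were higher and 1 was lower, C3ar1 itself, where 38 were higher and 109 lower at an unadjusted p under 0.05. Without APP-KI replicate 5 or replicate 6 this call was lost (0 genes, with 295 and 240 higher and 82 and 497 lower at an unadjusted p under 0.05). Between C3aR-KO and WT, 0 genes were higher and 1 was lower, again C3ar1, where 123 were higher and 221 lower at an unadjusted p under 0.05. Without WT replicate 4 it called 0 genes (18 higher and 62 lower at an unadjusted p under 0.05), and without C3aR-KO replicate 3 it called 21 (1 higher and 20 lower). That fit kept C3aR-KO replicates 1 and 2, where 1668 and 1605 genes expected to have at least 20 reads had none. These calls cannot be told apart from such missing reads. A test of whether losing C3ar1 acted differently in APP-KI and WT mice called 0 genes, with 111 higher and 92 lower at an unadjusted p under 0.05. By chance, a share of 0.05 of the 12402 genes tested would have such a p. With all libraries, the counts for both knockout comparisons and for this test lay below that share. They are thus no sign of change, and the tests may have been conservative.

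The genes raised in APP-KI were taken from the C3aR-positive libraries, so that no APP-KI library of this comparison chose them. Of those 1602 genes, 1601 were tested. Their median log2 fold change was 0.55 for APP-KI against WT (camera, p = 1.6e-57, fry, p = 0.00014, and an exact permutation test of library means, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The rise of the library means was 0.73 within the first library series (2 libraries against 1) and 0.81 within the other (1 against 2). For APP-KI; C3aR-KO against APP-KI the median was -0.01 (camera, p = 0.50, fry, p = 0.79, and an exact permutation test of library means over 56 arrangements, two-sided, p = 0.95). In this comparison 51.0% of the genes were below 0, against 53.7% of all genes. The mean of these genes over a library was 5.74 ± 0.242 in APP-KI (SD, n = 3) and 5.76 ± 0.342 in APP-KI; C3aR-KO (SD, n = 5), a difference of 0.02. Within the library series the difference was -0.18 in the first (2 libraries against 2) and 0.03 in the other (3 against 1). The median of -0.01 had a jackknife error of 0.123 over the 14 libraries, so a fall of 0.5 of the rise (-0.275) lay outside 2 errors and a fall of 0.25 of it (-0.138) did not. With the WT and APP-KI libraries of C3aR-positive microglia added, the alternative that lowered it most, the median was -0.14, which passed camera and did not pass fry. Those libraries also chose the genes.

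Apoe had a log2 fold change of 2.19 for APP-KI against WT (adjusted p = 0.0071 from limma), which did not pass without WT replicate 4 (2.11) or APP-KI replicate 6 (2.07), and -0.02 for APP-KI; C3aR-KO against APP-KI, which turned to 0.19 without APP-KI; C3aR-KO replicate 1. P2ry12 had changes of -1.25 (adjusted p = 0.091 from limma), which passed without APP-KI replicate 5 (-1.52) or APP-KI; C3aR-KO replicate 1 (-1.31), and of 0.24, the latter turning to -0.09 without APP-KI replicate 4. Gpnmb and Cst7 had changes of 0.18 and 0.10 for APP-KI; C3aR-KO against APP-KI, which turned to -0.13 and -0.34 without APP-KI replicate 4. The scaled value of Hif1a was 159 ± 18.5 in WT, 192 ± 33.1 in C3aR-KO, 638 ± 209 in APP-KI (SD, n = 3 each) and 822 ± 297 in APP-KI; C3aR-KO (SD, n = 5), with a difference of 0.33 on the log2 scale between the last 2 groups (exact permutation test over 56 arrangements, two-sided, p = 0.39). With the library series as a term it was 0.21, between 0.08 without APP-KI replicate 4 and 0.40 without APP-KI; C3aR-KO replicate 1. The paper ranked genes by GSEA, a step not repeated here, and from it concludes that losing C3ar1 partly rescued the genes raised in APP-KI mice.

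**Figure D2:**
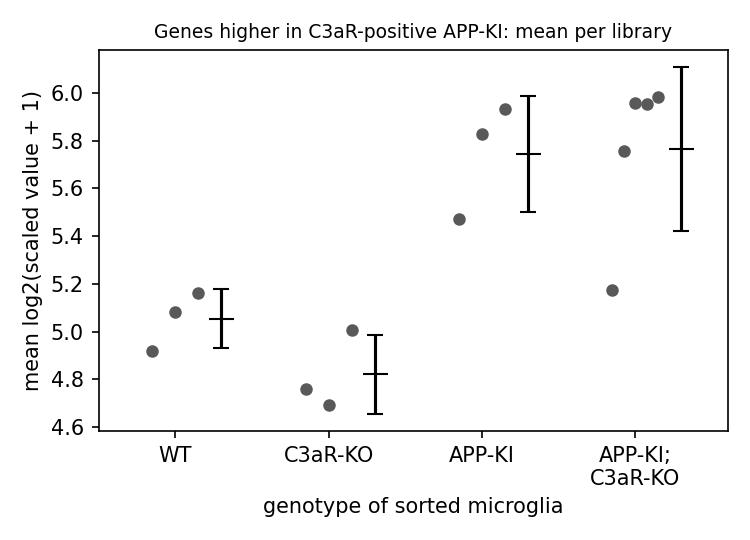
Mean log2(scaled value + 1) of the genes higher in C3aR-positive APP-KI microglia (vertical axis) in each library of sorted microglia (points), with the mean and SD of each genotype beside them; the axis does not start at 0. APP-KI; C3aR-KO replicate 1 lies at 5.18 and the other 4 libraries of that genotype between 5.75 and 5.99.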

Interestingly, pathways associated with metabolism such as type I diabetes mellitus and glycerolipid metabolism were found to be upregulated in APP-KI microglia and rescued in APP-KI; C3aR-KO microglia (Supplemental Figure 5B). 

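No gene list of the pathways named here was used, so 2 lists written in advance stood in for them. One held 29 genes of antigen presentation, costimulation, cytokines and cytotoxicity, for the immune part of type I diabetes mellitus, of which 24 were tested. The other held 48 enzymes of glycerolipid synthesis and breakdown, of which 43 were found by name and 37 tested. For APP-KI against WT, the immune list had a median log2 fold change of 0.72, with 18 of 24 genes higher (camera adjusted p = 1.1e-05, fry adjusted p = 0.051). With each library left out in turn, this median ran from 0.46 to 0.97. The library means of the immune list differed by 0.98 within the first library series and by 0.14 within the other. At an adjusted p-value under 0.05 by limma, 2 of its genes were higher over all genes and 4 adjusted over the list alone. The glycerolipid list had a median of 0.22, with 23 of 37 genes higher (camera adjusted p = 0.032, fry adjusted p = 0.051), and its library means differed by 0.38 and 0.25 within the library series. Its median was 0.07 without APP-KI replicate 5 and 0.16 without APP-KI; C3aR-KO replicate 1, and passed camera in neither fit. For APP-KI; C3aR-KO against APP-KI, the immune list had a median of -0.18, with 21 of 24 genes lower, which did not pass (camera adjusted p = 0.061, fry adjusted p = 0.99). It turned to 0.04 without APP-KI replicate 5 and to 0.01 without APP-KI; C3aR-KO replicate 1. It was -0.51 without APP-KI replicate 6, and passed camera there and without APP-KI; C3aR-KO replicate 2, 4 or 5 (-0.28, -0.23 and -0.32). Its library means differed by -0.23 (exact permutation test over 56 arrangements, two-sided, p = 0.48), by -0.53 within the first library series and by 0.16 within the other. The glycerolipid list had a median of -0.09, with 24 of 37 genes lower (camera adjusted p = 0.67, fry adjusted p = 0.99). It turned to 0.01 without APP-KI; C3aR-KO replicate 1, and its library means differed by -0.28 and -0.02 within the library series. The hypoxia and lipid lists, whose medians for APP-KI against WT were 0.87 and 1.31 and passed both set tests, had medians of 0.01 and -0.02 for APP-KI; C3aR-KO against APP-KI (camera adjusted p = 0.67 and 0.81).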

We next performed untargeted lipidomic analysis using mass spectrometry on 9-month-old cortical tissues from WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice. Partial least square discriminant analysis (PLS-DA) of the 2128 lipid species demonstrated a clear separation between WT and APP-KI, with C3aR-KO and APP-KI; C3aR-KO in between (Supplemental Figure 6A). Genotype comparisons of overall lipid species revealed that, compared with WT, the APP-KI mice exhibited 153 upregulated and 45 downregulated species, while APP-KI; C3aR-KO yielded 80 upregulated and 26 downregulated lipid species (fold change >20% and *P* value threshold <10% by 2-tailed *t* test) (Figure 5A). Examination of the 198 lipid species altered in APP-KI (Figure 5, B and C, and Supplemental Table 4) and comparison with APP-KI; C3aR-KO revealed an overall dampened signature in absence of C3aR (Figure 5C and Supplemental Table 5).

Characterization of the different lipid classes showed that those contributing to lipid droplet formation, such as sterols and glycerolipids, were enriched in APP-KI mice but not in APP-KI; C3aR-KO compared with WT (Supplemental Figure 6, B and C). Additionally, lipids from these classes were also found to be downregulated in APP-KI; C3aR-KO compared with APP-KI (Supplemental Figure 6D), indicating reduced lipid droplet–forming lipids resulting from *C3ar1* deficiency. Indeed, further assessment of normalized expression of lipid species within these classes identified significant increases in cholesterol esters (ChEs) and diacylglycerides (DAGs), with triacylglycerides (TAGs) showing a similar trend, in APP-KI compared with WT, but no appreciable differences were found between WT and APP-KI; C3aR-KO samples (Figure 5, D–F).

We next performed label-free imaging using a stimulated Raman scattering (SRS) microscopy to visualize lipid changes in intact mouse tissues of 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice (Figure 5G). We found a significant increase in lipid signals in APP-KI mice compared to WT, which was normalized in APP-KI; C3aR-KO (Figure 5H). Further examination of the lipids in microglia surrounding Aβ plaques by overlaying the SRS signal with Iba-1 and thioflavin S (ThioS) staining revealed significant downregulation in APP-KI; C3aR-KO compared with littermate APP-KI controls (Figure 5, I and J). This result was supported by reduced lipid droplet surface protein perilipin 2 (Plin2) expression in the microglia of APP-KI; C3aR-KO mice compared with that of APP-KI (Supplemental Figure 6E).

Together, our analysis identified significant alterations in lipid metabolism in APP-KI mice, with upregulation of lipid classes contributing to lipid droplets. These phenotypes were partially alleviated by *C3ar1* deficiency.

### Deletion of C3ar1 reduces HIF-1α accumulation and improves microglial barrier function and neuronal integrity.

Our in vitro data established a C3aR/HIF-1α axis that modulates microglia metabolic capacity and phagocytosis. To test the in vivo relevance, we performed immunofluorescent staining of sections from 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice with an anti–HIF-1α antibody (Figure 6A), which showed that, in agreement with our transcriptomic data, there was significantly higher HIF-1α intensity in microglia of APP-KI mice compared with WT and C3aR-KO controls, while C3aR ablation led to significantly reduced HIF-1α expression (Figure 6, A and B). This was associated with tighter plaque compaction and higher microglia clustering surrounding methoxy-X04^+^ plaques (Figure 6C), quantified by reduced methoxy-X04^+^ plaque volume (Figure 6D) and higher microglia volume per plaque area (Figure 6E) in APP-KI; C3aR-KO compared with APP-KI mice. Further assessment of the number of microglia surrounding the plaques by Iba-1 and To-pro3 double staining showed that the number of microglia per plaque was also increased in APP-KI; C3aR-KO compared with APP-KI mice (Figure 6, F and G), which contributed to the increased microglia volume per plaque area.

Examination of microglia near Aβ deposits under higher magnification showed that, compared with the APP-KI microglia, APP-KI; C3aR-KO microglia displayed reduced cell volume as well as branch numbers and lengths (Supplemental Figure 7, A–E), indicating that microglia lacking C3aR are more phagocytic. Consistent with this notion, coimmunostaining of APP-KI and APP-KI; C3aR-KO brain sections for CD68, a phagocytic microglia marker, and Aβ showed that microglia from the APP-KI; C3aR-KO mice had higher CD68 expression and these CD68^+^ phagosomes contained more internalized Aβ compared with those of the APP-KI mice (Figure 6, H–J). Increased phagocytosis was also supported by qPCR analysis, which revealed higher expression of phagocytic markers in APP-KI; C3aR-KO mice compared with the APP-KI mice (Supplemental Figure 7F and Supplemental Table 3). In contrast to CD68, expression of Clec7a, a marker for neurodegenerative and reactive microglia, was found to be significantly reduced in APP-KI; C3aR-KO mice compared with APP-KI mice (Supplemental Figure 8, A and B), indicating that the increased CD68 intensity was not a result of an overall increase in microglia reactivity. This was corroborated by reduced GFAP immunoreactivity in APP-KI; C3aR-KO compared with APP-KI mice, indicating dampened reactive astrogliosis resulting from C3aR inactivation (Supplemental Figure 8, C–E). Similarly increased CD68 and reduced Clec7a levels due to C3aR inactivation were also observed in 6-month-old mice (Supplemental Figure 9).

The above results demonstrate that absence of C3aR leads to reduced HIF-1α expression in microglia surrounding Aβ plaques and increased microglial barrier function and phagocytosis. To understand how the C3aR-mediated changes in microglia dynamics affect overall Aβ pathology and functional outcomes, we performed ThioS staining in 9-month-old mouse tissues of APP-KI and APP-KI; C3aR-KO mice. We found a significant reduction in ThioS-positive area as well as the size of ThioS-positive plaques in APP-KI; C3aR-KO compared with APP-KI mice (Figure 7, A–C). This was also the case when the mice were analyzed at 6 months of age (Supplemental Figure 9, A and C). Reduced Aβ plaque pathology resulting from C3aR deficiency was corroborated by ELISA analysis of Aβ40 and Aβ42 species in Tris-buffered saline (TBS) and guanidine hydrochloride fractions from 9-month-old cortical tissues of APP-KI and APP-KI; C3aR-KO mice, showing a significant reduction in Aβ42 concentration in the guanidine hydrochloride fraction in APP-KI; C3aR-KO samples compared with APP-KI, but not the TBS-soluble fractions (Figure 7D). Thus, C3aR depletion had a major effect in reducing insoluble Aβ42, likely through improved phagocytic function.

Next, we evaluated the functional effect of C3aR KO on synaptic health and cognition. We stained brain sections from 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice for presynaptic marker synaptophysin and postsynaptic marker PSD-95 (Figure 7E). We found a significant reduction in synaptophysin and PSD-95 immunoreactivities (Supplemental Figure 10, A and B) as well as colocalization of synaptophysin and PSD-95 puncta (Figure 7F) in APP-KI mice compared with WT and C3aR-KO controls. The degree of colocalization in APP-KI; C3aR-KO mice was comparable to WT and C3aR-KO samples, demonstrating a rescue of synapse loss in APP-KI mice by C3aR ablation (Figure 7F). The synaptic marker levels were inversely correlated with the synapses engulfed by microglia quantified by the volume of PSD-95–positive puncta inside microglia, which revealed a significant increase in APP-KI mice compared with WT and C3aR-KO groups, and restoration to control levels in APP-KI; C3aR-KO mice (Figure 7, G and H). Overall, these results are consistent with an earlier report demonstrating a protective role of C3aR deficiency against synapse loss (39).

Assessment of LAMP-1^+^ dystrophic neurites surrounding the plaques also showed reduced LAMP-1 expression in APP-KI; C3aR-KO mice compared with APP-KI mice (Supplemental Figure 10, C and D). With the rescue of synapses and reduction in dystrophic neurites, we wanted to test the effect of C3aR on overall behavioral changes. We performed open field assessment on 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice and found no significant differences (Supplemental Figure 11, A–C), indicating that C3aR did not affect anxiety or mobility in these mice. To investigate the impact of C3aR on memory and learning, we chose to perform novel object recognition behavioral assays on 9-month-old mice, based on previous studies demonstrating deficits in APP-KI mice using this test (40, 41). We found that the APP-KI mice had significantly reduced exploration time with the novel object compared with the WT and C3aR-KO mice, and this phenotype was rescued by C3aR deficiency (Figure 7I). Behavioral analysis of fear conditioning did not reveal genotype differences, in line with previous literature (40, 42). (Supplemental Figure 11, D–H). Overall, these results demonstrate that absence of C3aR rescued the synapse loss and behavioral deficits observed in APP-KI mice.

## Discussion

In AD, microglia cluster around the Aβ deposits, forming a protective barrier and facilitating Aβ phagocytosis and clearance. This process is energy intensive, necessitating sufficient supply of ATP (43). The microglial barrier and phagocytic functions can be altered by genetic modifiers and by the local brain environment. For example, loss of triggering receptor expressed in myeloid cells (*TREM2*), a late-onset-AD gene, is associated with impaired microglial metabolism and clustering and these phenotypes can be rescued by boosting ATP levels (4). Likewise, elevated levels of hexokinase 2 (HK2), a crucial enzyme in regulating glucose metabolism and glycolysis, has been detected in microglia proximal to Aβ plaques. Ablation of HK2 results in increased ATP production and improved microglial response to Aβ (6). Here we reveal a complement C3aR and HIF-1α signaling pathway that regulates microglial metabolism and ATP production in vitro and its barrier and phagocytic function in APP-KI mice. These studies combined support a model whereby membrane receptors such as C3aR and TREM2 respond to Aβ to converge on intracellular signaling pathways, with shared activities in regulating microglial metabolism and energy status, which in turn confer their barrier and phagocytic capacities.

We find that C3aR is prominently expressed in microglia proximal to Aβ plaques and these C3aR-positive microglia share many gene signatures with disease-associated microglia, with upregulation of reactive microglial genes and downregulation of microglia homeostatic genes (35, 37, 44). Intriguingly, we identified a dysregulated metabolic signature in these C3aR-positive microglia, characterized by an activated HIF-1α signaling pathway along with upregulation of genes and pathways involved in lipid metabolism. Similarly compromised hypoxia and lipid metabolic profiles have recently been reported in Aβ-associated microglia in other AD models (16, 45, 46). The hypoxia module was not a prominent feature in other neurodegenerative conditions such as multiple sclerosis or amyotrophic lateral sclerosis (35), suggesting that these metabolic signatures are uniquely Aβ induced.

Consistent with our RNA-seq data, we detected significant upregulation of HIF-1α mRNA and protein expression in microglia surrounding the plaques along with increased expression of its downstream targets. Sustained hypoxia or overstabilization of HIF-1 has been shown to result in microglial quiescence and reduced Aβ clustering, leading to increased plaque pathology (16). These phenotypes are reminiscent of TREM2 deficiency (47–49), indicating a possible interaction between HIF-1α and TREM2. Our results lend further support for this crosstalk. Specifically, C3aR deficiency results in reduced HIF-1α expression and resistance to hypoxia-induced metabolic impairment. This is associated with increased expression of TREM2 and its adapter TYROBP (also known as DAP12) and enhanced TREM2 recycling and its cell-surface levels. However, this is likely due to a general effect of the C3aR/HIF-1α axis in microglial metabolism and cell surface receptor recycling rather than a specific role of this pathway in TREM2 regulation. In addition, while we place TREM2 as a downstream factor of the C3aR/HIF-1α signaling, TREM2 is also known to play a pivotal role in maintaining metabolic fitness of myeloid cells. Absence of TREM2 leads to compromised metabolism and reduced ATP production, similar to HIF-1 overactivation. In this regard, it is conceivable that TREM2 may influence the C3aR/HIF-1α pathway through its role in cellular metabolism. The exact relationship between C3aR, HIF-1α, and TREM2 warrants further investigation.

Although our current studies focus on examining the intracellular pathways downstream of C3aR rather than ligand-receptor interaction, it is worth noting that apart from it bona fide ligand C3a, C3aR also interacts with TLQP-21, a 21–amino acid peptide derived from pro-peptide VGF (50). The interplay between C3a and TLQP-21 in C3aR/HIF-1α regulation is an intriguing question but remains to be elucidated. Also of interest is a recent study linking aberrant *S*-nitrosylation of C3 to AD in women (51). Whether different forms of C3/C3a elicit distinct C3aR interaction and downstream effect warrants further study. We did not observe overt sex-specific differences with regard to Aβ pathology or behavior in our models for the ages we analyzed, which is in line with other reports in the literature (34). Nevertheless, in light of the new report, a possible sex-specific effect of the C3aR and HIF-1α interaction is a valid question that deserves more detailed analysis.

Phagocytosis, a major function of the microglia to maintain brain homeostasis, is compromised with age and in pathological conditions such as AD (52). Impairments in expression, recycling, and trafficking of phagocytic receptors such as TREM2 and CD36 contribute to neurodegeneration (4, 53, 54), while their upregulation results in improved phagocytosis and decelerated AD pathogenesis (55–58). Besides their roles in Aβ phagocytosis, TREM2 and CD36 are also involved in lipid sensing, whereas the HIF-1α pathway mediates lipid uptake and storage (38). Consistent with this notion, we show that genetic ablation of C3aR leads to increased trafficking and recycling of TREM2 and CD36, elevated Aβ phagocytosis, and reduced lipid droplet accumulation induced by hypoxia mimetic treatment. This is associated with higher CD68 immunoreactivity and reduced lipid droplets visualized by SRS microscopy in APP-KI mice with C3aR deficiency. Interestingly, untargeted lipidomic analysis of mouse cortical tissues identified profound changes in lipid species in APP-KI mice compared with WT controls, and these were partially rescued by C3aR ablation. How disruption of a predominantly microglial pathway leads to overall rescue of the lipid profile is an interesting question requiring further investigation. Besides TREM2 and CD36, other phagocytic receptors are likely affected by the C3aR/HIF-1α pathway and may contribute to the overall effects. Indeed, our qPCR analysis revealed changes in multiple molecules involved in microglial phagocytosis in C3aR-KO cells.

Here, we identify a C3aR/HIF-1α axis mediating microglial metabolism and function. Disrupting this axis by C3aR ablation results in increased energy levels and resistance to hypoxia-induced metabolic changes, leading to improved microglial phagocytosis and barrier formation and reduced Aβ pathology and improved cognition. Our study places microglial metabolism and ATP as crucial mediators of microglial function, which are shared with other AD-associated pathways, particularly TREM2. Of note, the metabolic and phagocytic deficits caused by TREM2 deficiency can also be reversed by cyclocreatine, an ATP analog (4), and by treatment with sodium rutin, a flavonoid that induces a switch from glycolysis to OXPHOS (3), raising the possibility that boosting microglial metabolic and energy homeostasis may be a potential therapeutic approach for AD treatment. Our work provides support to the idea that this may also be accomplished by C3aR blockade or HIF-1α inhibition, both of which are therapeutically actionable.

## Methods

### Mice

C3aR-KO mice were obtained from the Jackson Laboratory and backcrossed with C57BL/6J (Jackson Laboratory) for 5 generations prior to crossing with *APP*^NL-G-F^–knockin (APP-KI) mice (RIKEN) to obtain littermate WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO. Homozygous *APP*^NL-G-F^ were crossed with a homozygous Td-tomato reporter *C3ar1^fl/fl^* line to generate heterozygous APP-KI; Td-tomato breeding pairs, which were crossed to obtain littermate WT; Td-tomato and APP-KI; Td-tomato mice. Mice were housed 2–4 per cage in a pathogen-free mouse facility with ad libitum access to food and water on a 12-hour light/12-hour dark cycle. Male and female mice were used in approximately equal numbers. Sex-specific differences were not found at the ages analyzed in this study. All analyses were performed on 9-month-old animals unless mentioned otherwise.

### Human AD brain specimens

Postmortem brain tissues were provided by the University of Pennsylvania Center for Neurodegenerative Disease Research (CNDR). Tissues were embedded in paraffin, sectioned at a thickness of 7 μm, and were stained as described in Histology and immunofluorescence below.

### FACS-based isolation of microglia from adult mouse brain

FACS-based isolation of microglia was performed as previously described, with minor modifications (59). Briefly, adult mice were perfused with PBS, dissected brain tissues were gently minced with sterile razor blades, digested in papain (LK003172, Worthington Biochemical) and DNase (LK003178, Worthington Biochemical), and triturated 5–6 times using a sterile fire-polished glass Pasteur pipette. After incubation, papain digestion was neutralized by adding ice-cold HBSS+ (HBSS with 2 mM EDTA and 0.5% BSA) and the suspension was pelleted at 310*g* for 5 minutes at 4°C. The pellet was resuspended in 1 mL of HBSS+, transferred to an ice-cold 1.7 mL Eppendorf tube, further triturated 5–6 times, and the supernatant was collected after a brief, low-speed centrifugation. After each brief centrifugation, the supernatant was filtered through a previously wetted 40 μm cell strainer (352340, BD Biosciences) into a chilled 50 mL conical tube and centrifuged at 310*g* for 5 minutes at 4°C. The resulting pellet was resuspended in 20% 4°C Percoll PLUS (E0414, MilliporeSigma) in 1× PBS and centrifuged with low brake at 310*g* at 4°C for 20 minutes. The resulting pellet containing single cells was incubated in 500 μL HBSS+ containing Mouse BD Fc Block (1:100; 553141, BD Biosciences). Antibodies were rat anti-CD45–BV421 (1:500; 563890, BD Biosciences) and rat anti-CD11b–FITC (1:500; 553310, BD Biosciences). The microglial population was gated and sorted based on CD45^mid^ and CD11b^+^ expression. For the C3aR expression–dependent sorting, these CD45^mid^ and CD11b^+^ cells were sorted based on Td-tomato expression. Sorting was performed using a BD Biosciences FACSAria II with a 100 μm nozzle. Cells were sorted into 1.7 mL Eppendorf tubes coated with 200 μL HBSS+, followed by lysis of pellets in Qiagen RLT buffer containing 1% β-mercaptoethanol for downstream RNA analysis.

### Primary microglial culture

Primary cultures were prepared as described previously (29). Briefly, newborn pups between P0 and P2 were used to generate primary cultures. Brain from the pups was dissected in HBSS with 10 mM HEPES, 0.6% glucose, 1% v/v Pen/Strep, and cut into small pieces. This was followed by digestion in 2.5% trypsin at 37°C for 15 minutes before addition of 1 mg/mL trypsin inhibitor. Tissue was centrifuged for 5 minutes at 400*g*, triturated, and resuspended in DMEM with 10% FBS. Cells were plated onto poly-D-lysine–coated (PDL-coated) T-75 flasks to generate mixed glial cultures. These mixed glia cultures were allowed to grow for 2 weeks, with refeeding every other day. For primary microglial culture, mouse microglial cells from mixed glial cell culture were selected with CD11b microbeads according to the manufacturer’s instructions (130-093-634, Miltenyi Biotec). Enriched microglia were plated in 24-well PDL-coated plates in DMEM with 10% FBS and 1% Pen/Strep and supplemented with 10 ng/mL M-CSF. Microglial cells were allowed to rest for 24–48 hours before treatments and RNA extraction. The experiments were repeated 2–3 times, with 3 replicates per condition.

### Phagocytic receptor recycling

Receptor recycling assays were performed as previously described (3, 53). Briefly, primary microglia were plated on PDL-coated coverslips in 24-well plates at a density of 20,000 cells per well. Cells were maintained in DMEM with 10% FBS and 1% Pen/Strep and supplemented with 10 ng/mL M-CSF for 24 hours. Cells were then incubated in DMEM with 10% donkey serum (S30-M, Sigma-Aldrich) for 15 minutes at 37°C. Antibodies against CD36 (ab23680, Abcam) or TREM2 (AF1729, R&D Systems) were added to the cells in DMEM with 1% donkey serum for 1 hour at 37°C. Cells were then acid washed with cold DMEM at pH 2.0. Cells were cultured in DMEM with 10% donkey serum for 1 hour at 37°C and then incubated with fluorophore-conjugated secondary antibodies (Alexa Fluor 555 or Alexa Fluor 647, Invitrogen) in 1% donkey serum for 1 hour at 37°C. Cells were again acid washed with cold DMEM at pH 2.0 and washed with cold PBS. Cells were then fixed with 4% paraformaldehyde (PFA), washed with PBS, and mounted on glass slides. Similar experiments were performed on BV-2 cells plated on glass coverslips and pretreated with vehicle or 10 μM C3aRA (SB290157, Calbiochem). Fluorescent signal from vesicles containing recycled receptors were thresholded and the intensity of the fluorescence signal was determined by ImageJ (NIH) and normalized to WT or vehicle-treated cells.

### Beads and Aβ uptake

Fluorescently labeled latex beads of 1 μm diameter were preopsonized in FBS for 1 hour at 37°C before dilution in cell culture medium. WT and C3aR-KO cells were seeded on PDL-coated coverslips in 24-well plates at 50,000 cells per well and allowed to rest for 24 hours prior to treatment with 100 μM CoCl_2_ (C2911, Sigma-Aldrich) for 48 hours. The treatment was washed off and the medium was replaced with bead-containing medium, and the culture was incubated at 37°C for 1 hour. Cells were washed with PBS and fixed following by immunostaining for Iba-1. FAM-labeled Aβ (AS23526-01, Anaspec) was prepared as previously described (23). Briefly, lyophilized peptide was dissolved in hexafluoroisopropanol and dried using a SpeedVac and redissolved in DMSO prior to aliquoting and freezing. FAM-labeled Aβ was incubated in complete media at 37°C for 1 hour. For each experiment, vehicle- and 100 μM CoCl_2_–treated microglial cells were treated with 100 nM Aβ42 for 24 hours, followed by washing using 1× PBS and fixing cells using 4% PFA and staining for Iba-1.

### Lipid droplet measurement

For LPS-induced lipid droplet accumulation, primary microglial cells and BV-2 cells were exposed to 5 μg/mL LPS or a combination of 5 μg/mL LPS and 500 nM C3a (8085C3-025, R&D Systems) for 18 hours. After treatment, the cells were washed with 1× PBS and fixed using 4% PFA followed by staining using BODIPY (D3835, Invitrogen). For hypoxia mimetic–induced lipid droplet accumulation, 50,000 primary microglia were plated on PDL-coated plates and were exposed to 100 μM CoCl_2_ and vehicle treatment for 24 hours. Cells were washed with 1× PBS and fixed in 4% PFA followed by staining using BODIPY.

### ATP measurement

WT and C3aR-KO primary microglial cells were seeded on PDL-coated 12-well plates and allowed to grow for 24 hours. Cells were then washed with ice-cold PBS and lysed in 1× passive lysis buffer (E1941, Promega). The lysates were split equally into 2 aliquots. One aliquot was transferred to a white opaque 96-well plate for the measurement of the ATP concentration using an ATP determination kit (A22066, Invitrogen). The other aliquot was transferred to a clear 96-well plate for the measurement of protein concentration using the BCA assay. The final ATP level was calculated by normalizing the ATP concentration in a well to its corresponding protein concentration.

### Seahorse assay

Seahorse Mito Stress Tests were performed on an Agilent Seahorse XFp Analyzer using the Mito Stress Test Kit (103010, Agilent). Briefly, 2 days prior to the assay, CD11b^+^ microglial cells from WT and C3aR-KO primary cultures were selected and plated on PDL-coated Seahorse microplates at 40,000 cells per well in the microglial medium. Twenty-four hours after seeding, the cells were exposed to 100 μM CoCl_2_ for 24 hours. The treatment was then washed off and the cells were incubated in assay medium (DMEM, 1 mM sodium pyruvate, 2 mM glutamine, and 10 mM glucose). The OCR was measured in real time during the assay, following the sequential injection of 1.5 μM oligomycin, 1 μM FCCP, and 0.5 μM rotenone/antimycin A. Data were analyzed using Seahorse XF 96 Wave software, and the results were normalized to cell number and are presented as pmol/min for OCR.

### RNA extraction, reverse transcription, and qPCR

RNA was isolated from brain tissues and FACS-isolated cell pellets by lysing them in Qiagen RLT buffer with 1% β-mercaptoethanol and processed with an RNeasy Mini isolation kit (Qiagen) according to the manufacturer’s protocols, including DNase digestion steps. RNA (1 μg) was used to generate cDNA by reverse transcription using iScript Reverse Transcription Supermix reagent (170-8840, Bio-Rad). qRT-PCR was performed using iTaq Universal SYBR Green Supermix (172-5124, Bio-Rad) on a CFX384 Touch Real-Time PCR Detection System. The relative levels of expression were quantified and analyzed by using Bio-Rad CFX manager, using *18S* and *GAPDH* as housekeeping controls.

### RNA-seq

For RNA-seq on sorted microglial cells, RNA samples were prepared as described above for RNA extraction. Library prep and RNA-seq were performed at the GARP core at Baylor College of Medicine. RNA samples were analyzed for their RIN score prior to sequencing. A NovaSeq 6000 was used for sequencing with an SP flow cell. Raw reads were first aligned to the *Mus* *musculus* genome (UCSC mm10) using TopHat v2.0.9 (http://ccb.jhu.edu/software/tophat) with default parameters. Principal component analysis showed distinct clustering of the 2 groups. Differential gene expression analysis was carried out using the DESeq2 package in the R environment (https://www.r-project.org/). Differentially expressed genes were identified with a false-discovery rate (FDR) of 0.05%. 

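With the same limma test and an adjusted p-value under 0.0005, which is the FDR of 0.05% as a fraction, 230 genes were higher and 37 lower in C3aR-positive APP-KI microglia than in WT. With 1 library left out, between 47 and 121 genes were higher and between 1 and 16 lower. Without the filter or without the trend, 0 genes were called. Of the study's table of these comparisons, 1998 lines for 1885 genes were at hand, the highest adjusted p-value among them being 0.000679, which lies above that threshold. The text of the paper gives 2445 and 1414 genes in all, so this copy holds only part of them, and no overlap with it was tested.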

KEGG and Gene Ontology analyses were performed in the R environment as well as in DAVID (https://david-d.ncifcrf.gov/). The RNA-seq data have been deposited to the NCBI Gene Expression Omnibus (GEO GSE228258).

### Lipidomic analysis

Brain cortices from 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice were snap frozen and ground using a bead beater. Ten milligrams of each sample was collected in 1.5 mL tubes and homogenized in 200 μL of 50 mM ammonium acetate solution. Samples were normalized based on protein concentrations from the BCA assay. Splash Lipidomix Mass Spec Standard (Avanti, 330707) was spiked (10 μL) in each sample before the extraction of lipids. Lipids were then extracted using methanol, methyl *tert*-butyl ether, and water. The extracted samples were dried in an Eppendorf Vacufuge and resuspended in 110 μL isopropanol/methanol (50:50, vol/vol). The samples were analyzed using a Vanquish UPLC and Lumos orbitrap mass spectrometer (Thermo Fisher Scientific). High-throughput analysis of lipidomic data was performed using Lipidsearch software (Thermo Fisher Scientific). The statistical analysis was done using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/MetaboAnalyst/ModuleView.xhtml).

### Histology and immunofluorescence

Human brain specimens were stained as previously described (60). Briefly, slides were deparaffinized using xylene, rehydrated through an ethanol gradient, and subjected to heat-induced epitope retrieval using sodium citrate buffer. Tissues were then permeabilized in 0.5% Triton X-100 and placed in blocking solution (5% BSA and 0.5% Triton X-100 in 1× PBS) containing diluted primary antibodies in a humidified chamber for 2 days at 4°C. Sections were then rinsed with 1× PBS-Tween, quenched with True Black for 1 minute to eliminate autofluorescence, rinsed with 1× PBS, and then placed in blocking solution with secondary antibodies in a dark chamber for 4 hours at room temperature, followed by rinsing in 1× PBS. To stain tissues for plaques, following secondary antibody incubation, tissue sections were placed in 40% ethanol solution in PBS and incubated in 10 μM methoxy-X04 dye (4920, Tocris) in 40% ethanol in PBS for 15 minutes followed by rinsing in 40% ethanol in PBS and then PBS alone. Slides were then mounted in ProLong Glass Anti-fade mountant (Thermo Fisher Scientific).

For mouse brain analysis, mice were perfused with saline, followed by fixation in 4% PFA overnight at 4°C, and then transferred into 30% sucrose solution until sectioning. Sagittal brain sections (30 μm) were cut on a sliding microtome and stored at –20°C in cryoprotectant. After washing in PBS, sections were blocked with PBS containing 0.4% Triton X-100 and 4% donkey serum for 1 hour and then incubated in blocking solution containing primary antibody overnight at 4°C. After primary antibody incubation, sections were washed in 1× PBS 3 times and stained with appropriate secondary antibodies for 1 to 2 hours and washed again before mounting.

For ThioS staining, brain sections were incubated with 0.002% ThioS in TBS for 8 minutes, followed by rinsing twice in 50% ethanol for 1 minute. Then brain sections were washed 3 times in TBS for 10 minutes each before mounting and imaging. For methoxy-X04 staining, antibody-stained brain sections were dried onto slides overnight, rehydrated in PBS for 30 seconds, placed in 40% ethanol/PBS for 30 seconds, dyed with 1 μM methoxy-X04 in 40% ethanol/PBS for 30 seconds, rinsed in 40% ethanol/PBS for 30 seconds, then in 70% ethanol/PBS for 30 seconds, in 90% ethanol/PBS for 30 seconds and dipped twice in xylene, then allowed to dry once again before mounting and imaging. All antibodies and dyes used for staining are listed in Supplemental Table 6.

### Image quantification

#### CD68 and Aβ internalization.

Sagittal sections (30 μm) were stained for Iba-1 (019-19741, Wako), CD68 (MCA1957GA, Bio-Rad), and Aβ (2454S, Cell Signaling Technology) and imaged using a Leica confocal microscope. Total CD68 area fluorescence was calculated using ImageJ. For the Aβ internalization studies, *Z*-stack images were taken at 0.7 μm step size and the Co-loc function in IMARIS (Oxford Instruments) was used to quantify the amount of internalized Aβ inside CD68^+^ phagosomes.

#### Microglial characteristics and plaque interaction.

Sagittal sections (30 μm) stained for Iba-1 (019-19741, Wako) and with methoxy-XO4 were used to stain microglia and plaques, respectively. The sections were imaged on a Leica confocal microscope using a 63× oil objective with 1.5× digital zoom. *Z*-stacks were obtained for the entire thickness of the tissue, at 1 μm step size. The surface function of IMARIS was used to create 3D rendering of both microglia and plaque channels. Microglial volume and surface area were calculated within a 30 μm radius from the center of the plaque. At least 150 plaques were analyzed for each group. Microglial morphology was quantified using the filament function in IMARIS to define the microglial processes. Approximately 1000 cells were analyzed in each group. Numbers of microglia surrounding the plaque were identified by costaining of Iba-1 with To-pro3 and methoxy-X04 to identify nuclei of microglia surrounding the plaques. The number of To-pro3–positive microglia surrounding the plaque was calculated for each plaque. At least 150–200 plaques were analyzed for each group.

#### Synaptic colocalization.

Synaptic marker colocalization was performed as previously described (60). Briefly, brain sections were stained using antibodies for synaptophysin (ab16659, Abcam) and PSD-95 (MAB1596, Millipore), marking pre- and postsynaptic terminals, respectively. Imaging was performed with a Leica confocal microscope, using a 63× oil objective with a 4.0 digital zoom. *Z*-stacks of 5 μm thickness from the middle of the tissues were obtained with a 0.2 μm step size. *Z*-stacks with pre- and postsynaptic puncta were analyzed using the Spots feature of IMARIS. Spots were generated automatically (with manual adjustment for accurate puncta representation) for each channel separately, and total numbers of spots was recorded for each channel. Eventually, spots were analyzed by the Co-localize Spots MATLAB (MathWorks) plugin. Pre- and postsynaptic puncta were defined as colocalized if their centers were within 200 nm.

#### Synaptic engulfment.

Quantification of synaptic puncta inside microglia was performed as previously described using the IMARIS software (61). Briefly, immunostained brain sections were imaged with the 63× objective oil with the 4× zoom using a Leica confocal microscope with a 0.2 μm step. Microglia and PSD-95 volumes were reconstructed using IMARIS software with the Bitplane Surface function.

### SRS microscopy

Brain tissue sections were kept in stock solution. Before imaging, 80 μL PBS was deposited on a clean slide. A section of brain tissue was transferred to the PBS and flattened. A coverslip was applied to cover the liquid and brain tissue section. Excessive liquid was removed, and the periphery was sealed with UV-cured glue.

A home-built SRS microscope was integrated with a commercial confocal microscope (62). Briefly, a pump laser–integrated optical parametric oscillator (picoEmerald, APE) serves as the laser source. The picoEmerald offers 2 wavelengths: one is fixed at 1031 nm and the other is tunable from 700 nm to 990 nm. To image lipid content, the tunable wavelength was set at 796.9 nm; therefore, the 2 wavelength’s frequency difference is in resonance with CH2 symmetric vibration. The microscope is capable of laser scanning confocal microscopy. Before imaging the tissue, calibration was performed using fluorescent polystyrene microsphere of 1 μm diameter. The microsphere was imaged with both fluorescence and SRS, followed by fine-tuning of the SRS light path to permit colocalization of the 2 modalities on the same microsphere. The resulting overlapping precision is within 500 nm. The prepared sample was first imaged with a 60× water immersion objective (UplanSAPO, NA 1.2). The brain tissue section was first imaged with fluorescence and then SRS. For both modalities, the multiarea time lapse function of the microscope was utilized to perform stitching that covers a large area of the brain tissue section.

Each section was imaged for fluorescence that labeled microglia and SRS that detects lipid. The images were reconstructed to create a large image area by home-built MATLAB code. To quantify the lipids associated with microglia, 2 masks were generated. In the SRS image, a manually selected area that covers the cortex was used to generate the mask. In the fluorescence image, a median filter was applied to the image, with a neighborhood size of 8 × 8 pixels. The filtered image was then binarized with Otsu’s method to generate a mask of each individual microglia. Finally, the 2 masks were combined to generate a mask of microglia located in the cortex of interest only. Then, the SRS and fluorescence images were divided into 50 × 50 pixel (about 25 μm × 25 μm) blocks. The mean lipid level of SRS blocks whose corresponding fluorescence blocks contain microglia (including part of a microglia) was then quantified.

### Behavioral assessment

The novel object recognition protocol included 3 phases: habituation, training, and object recognition. The habituation phase included 1 session, 5 minutes in length, in which the animals were allowed to freely explore a small Plexiglas arena (measuring 22 × 44 cm) that was utilized in the training and testing phase. The animals underwent training 1 day after habituation. During the training phase, the animals were placed in the same arena with the addition of 2 identical objects. The animals were allowed to freely explore the objects for 5 minutes. Twenty-four hours after the training phase, the test phase was initiated. During the testing phase, the animal was placed in the same arena with 1 object previously explored in the training phase, the familiar object, and 1 novel object differing in color and shape, but having a common size and volume. The animals were allowed to freely explore the objects for 5 minutes. ANY-Maze software (https://www.any-maze.com/) was used to measure time spent exploring each object. Exploration of an object was defined by head orientation directed toward the object or physical contact with the object.

### Statistics

All statistical analysis was performed using GraphPad Prism software v8.0.2. All data are presented as mean ± SEM. Unless otherwise noted, all group comparisons were made using 1-way ANOVA with Tukey’s correction, and all pairwise comparisons by 2-sided Student’s *t* tests, depending on experimental design. For all tests, *P* values less than 0.05 were considered significant, and those over 0.05 were considered nonsignificant: *P < 0.05, **P < 0.01, ***P < 0.001.

### Study approval

All animal procedures were performed in accordance with the NIH *Guide for the Care and Use of Laboratory Animal*s (National Academies Press, 2011) and with the approval of the Baylor College of Medicine Institutional Animal Care and Use Committee.

## Author contributions

MG and HZ conceived of the project and designed the experiments. MG performed all experiments and data analysis unless otherwise noted. MMC performed behavioral analysis. NEP assisted with the initial mouse generation and FACS analysis. TC performed in vivo SRS imaging and analysis, while FJ performed lipidomics and assisted the analysis, under guidance from MCW. MG wrote the manuscript with input and revision from HZ. All authors read and approved the final manuscript.

## Supplementary Material

Supplemental data

Supplemental tables 1-6

## Figures and Tables

**Figure 1:**
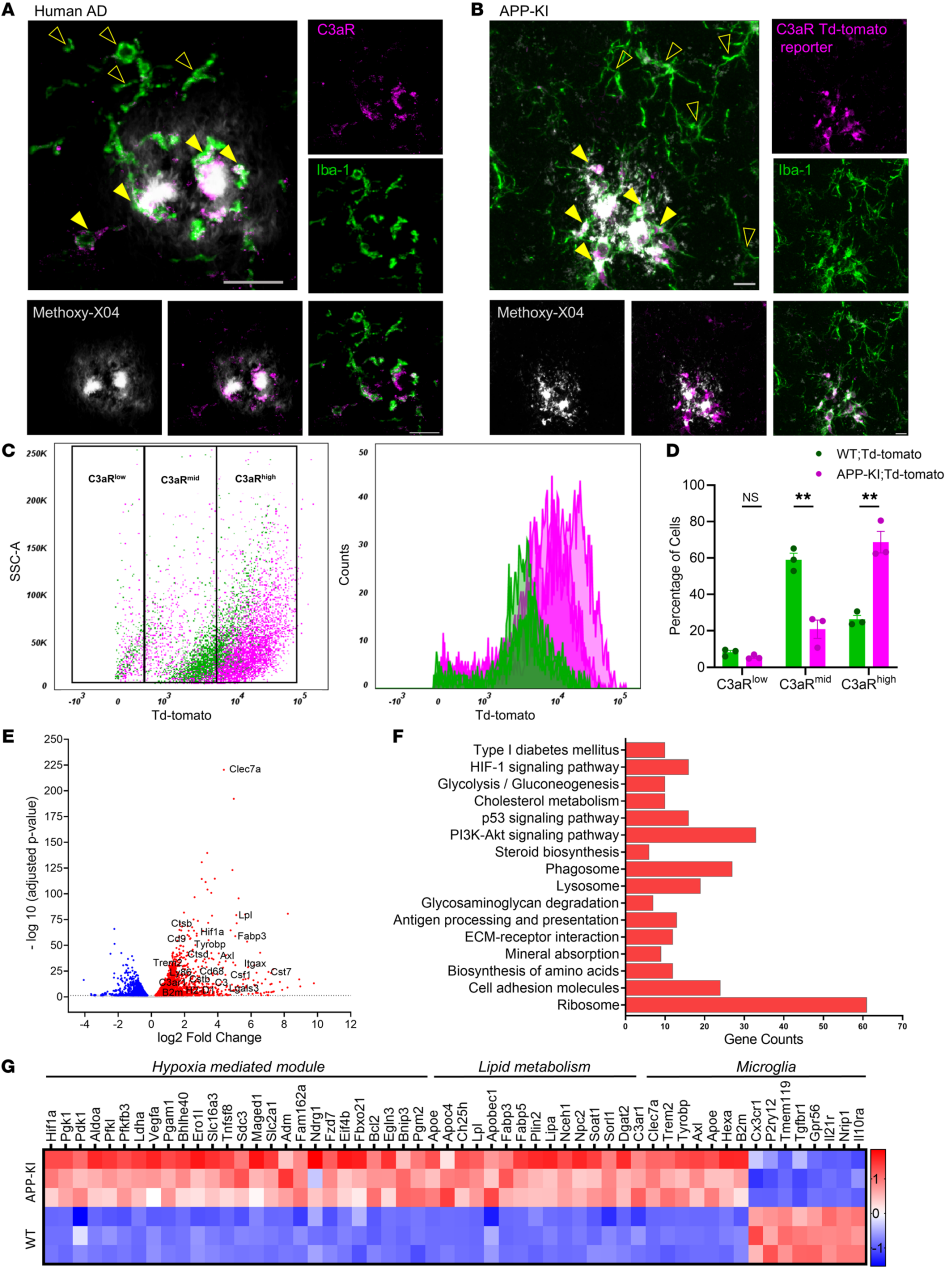
Plaque-associated microglia express C3aR and display a compromised metabolic profile. (**A**) Representative images of human tissues from AD patients stained for C3aR (magenta), Iba-1 (green), and plaques (gray) showing higher C3aR expression in microglia proximal to the plaque (solid yellow arrowheads) compared with microglia distal from the plaque (hollow yellow arrowheads). Scale bar: 10 μm. (**B**) Representative images from 9-month-old APP-KI mice crossed with C3aR Td-tomato reporter (magenta) stained for Iba-1 (green) and plaques (gray). Solid arrowheads mark higher-C3aR-expressing microglia proximal to the plaque compared with microglia distal from the plaque (hollow yellow arrowheads) Scale bar: 10 μm. (**C**) Left: Flow cytometry plot displaying the distribution of microglia from 9-month-old WT and APP-KI mice based on C3aR expression. Right: Histogram depicting the distribution of microglia based on C3aR expression. (**D**) Bar graph showing the percentage of C3aR expression in WT and APP-KI mice. Data presented as mean ± SEM. NS, nonsignificant. **P < 0.01 by 2-sided Student’s *t* test. (**E**) Volcano plot from RNA-seq of C3aR^+^ cells showing upregulated genes (red) and downregulated genes (blue) in 9-month-old APP-KI compared with WT mice. (**F**) Pathway analysis using KEGG revealing significantly altered metabolic and HIF-1 signaling pathways in APP-KI mice compared with WT (*P*-value cutoff: 0.05). (**G**) Heatmap showing altered lipid and hypoxia modules in C3aR^+^ microglia from APP-KI mice compared with WT.

**Figure 2:**
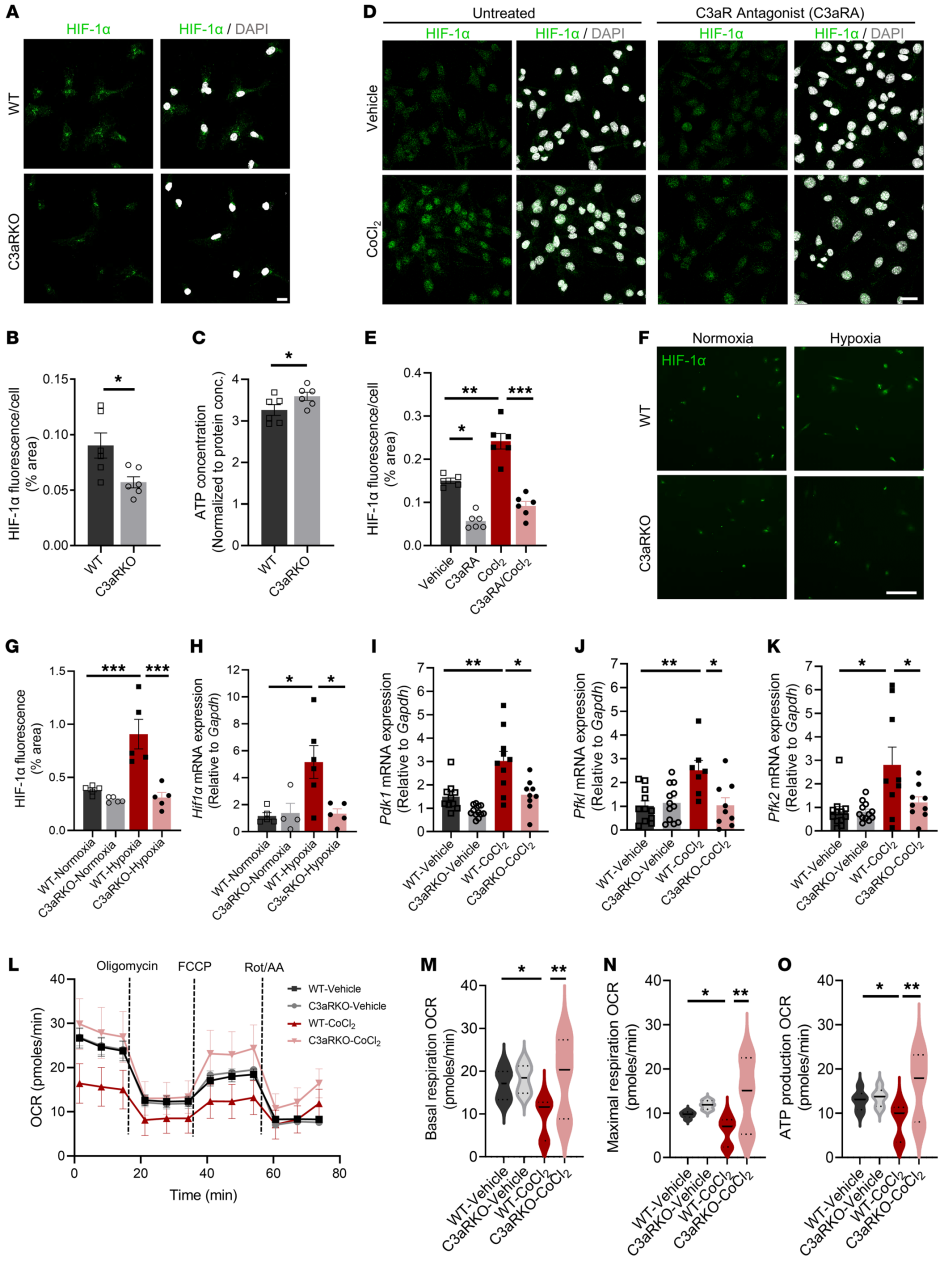
Absence of C3aR dampens HIF-1α–induced metabolic changes. (**A**) Representative images of HIF-1α immunofluorescence (green) and DAPI (gray) in WT and C3aR-KO primary microglial cultures. Scale bar: 15 μm. (**B**) Quantification of percentage area of HIF-1α fluorescence per cell (*n* = 180–198 cells from 6 replicates/group). (**C**) ATP concentration using luminescence assay in WT and C3aR-KO cells (*n* = 6 replicates/group). (**D**) Representative images of HIF-1α (green) and DAPI (gray) in BV-2 cells pretreated with 10 μM C3aR antagonist (C3aRA) prior to treatment with 100 μM CoCl_2_. Scale bar: 100 μm. (**E**) Quantification of HIF-1α expression per cell in BV-2 cells treated with vehicle, 10 μM C3aRA, 100 μM CoCl_2_, or C3aRA + CoCl_2_ (*n* = 250–270 cells from 6 replicates/group). (**F**) Representative images showing HIF-1α (green) immunofluorescence in WT and C3aR-KO primary microglia cells placed in hypoxia chamber (1% O_2_) for 24 hours compared with primary microglial cells placed in normoxia (21% O_2_). Scale bar: 15 μm. (**G**) Quantification of percentage area of HIF-1α fluorescence in WT and C3aR-KO cells exposed to hypoxic or normoxic conditions. (**H**) qPCR analysis of *Hif1a* in WT and C3aR-KO cells exposed to hypoxic or normoxic conditions. (**I**–**K**) qPCR analysis of HIF-1α targets *Pdk1* (**I**), *Pfkl* (**J**), and *Pfk2* (**K**) in response to 100 μM CoCl_2_ treatment in primary microglial cells. (**L**) Oxygen consumption rate (OCR) plot from Seahorse Mito Stress assay performed on WT and C3aR-KO cells with and without 24-hour CoCl_2_ treatment. Violin plots showing the quantification of basal OCR (**M**), maximal OCR (**N**), and ATP production OCR (**O**) across the 4 treatment groups. For all panels, data are presented as mean ± SEM (**B**–**E** and **G**–**L**) or median and quartile range (**M**–**O**). *P < 0.05; **P < 0.01; ***P < 0.001 by 2-sided Student’s *t* test (**B** and **C**) or 1-way ANOVA with Tukey’s correction (**E**, **G**–**K**, and **M**–**O**). Each experiment was repeated 2–3 times.

**Figure 3:**
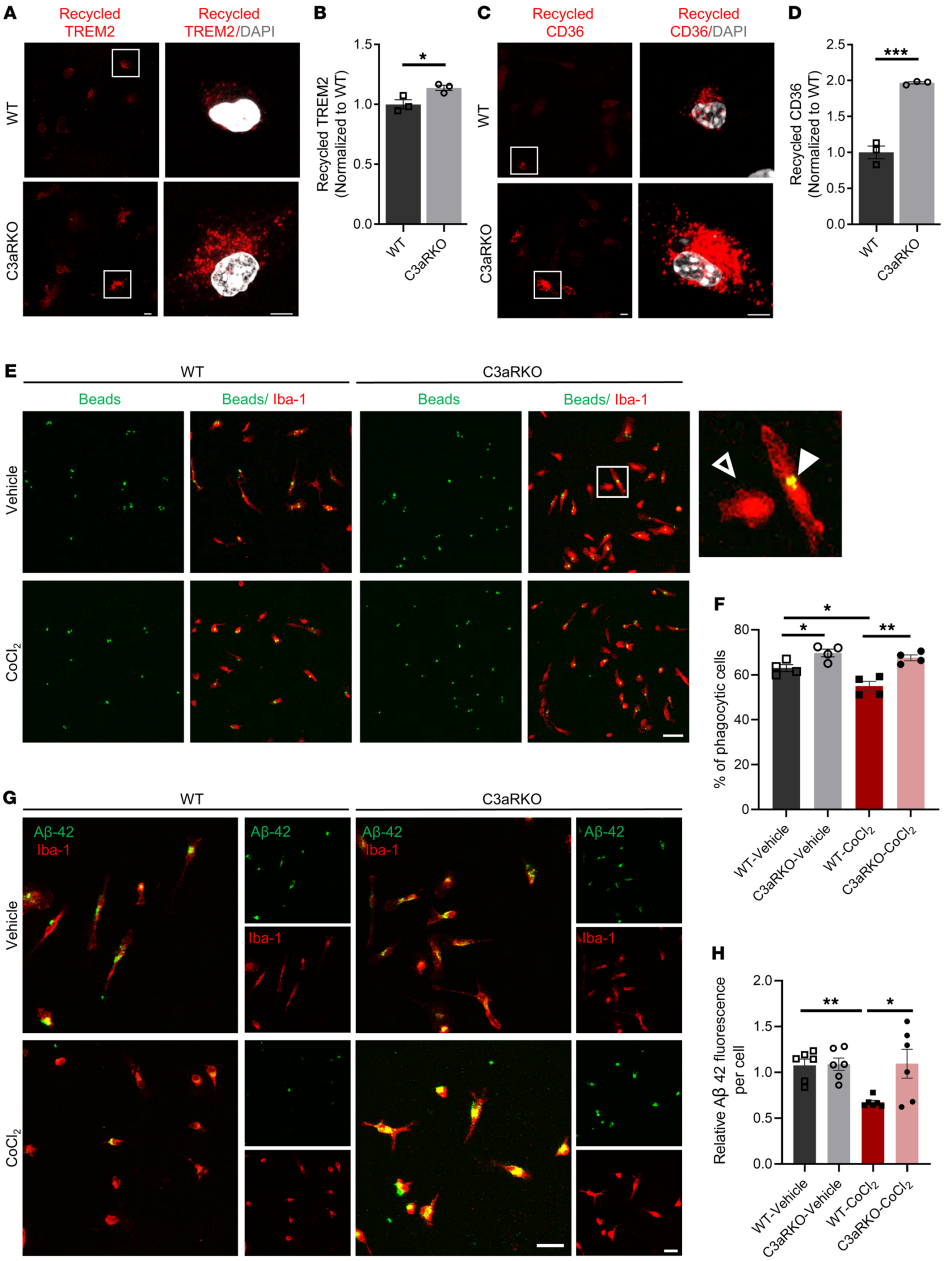
C3aR-depleted microglia are resistant to hypoxia-induced phagocytic changes. (**A**) Representative images of recycled TREM2 (red) and DAPI (gray) in WT and C3aR-KO microglia. Scale bars: 10 μm. (**B**) Quantification of TREM2 recycling. (**C**) Representative images of recycled CD36 (red) and DAPI (gray) in WT and C3aR-KO microglia. Scale bars: 10 μm. (**D**) Quantification of CD36 recycling. (**E**) Representative images for bead uptake (green) and Iba-1 (red) in WT and C3aR-KO microglial cells treated with 100 μM CoCl_2_ for 48 hours. Zoomed-in images show phagocytic (filled white arrowhead) and nonphagocytic (hollow white arrowhead) cells. Scale bar: 50 μm. (**F**) Quantification of percentage of phagocytic cells. (**G**) Representative images from Aβ42 uptake (green) and Iba-1 (red) in WT and C3aR-KO microglial cells treated with 100 μM CoCl_2_ for 48 hours. Scale bars: 100 μm. (**H**) Quantification of percentage of phagocytic cells in **G**. For all panels, data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by 2-sided Student’s *t* test (**B** and **D**) or 1-way ANOVA with Tukey’s correction (**F** and **H**). Each experiment was repeated 2–3 times.

**Figure 4:**
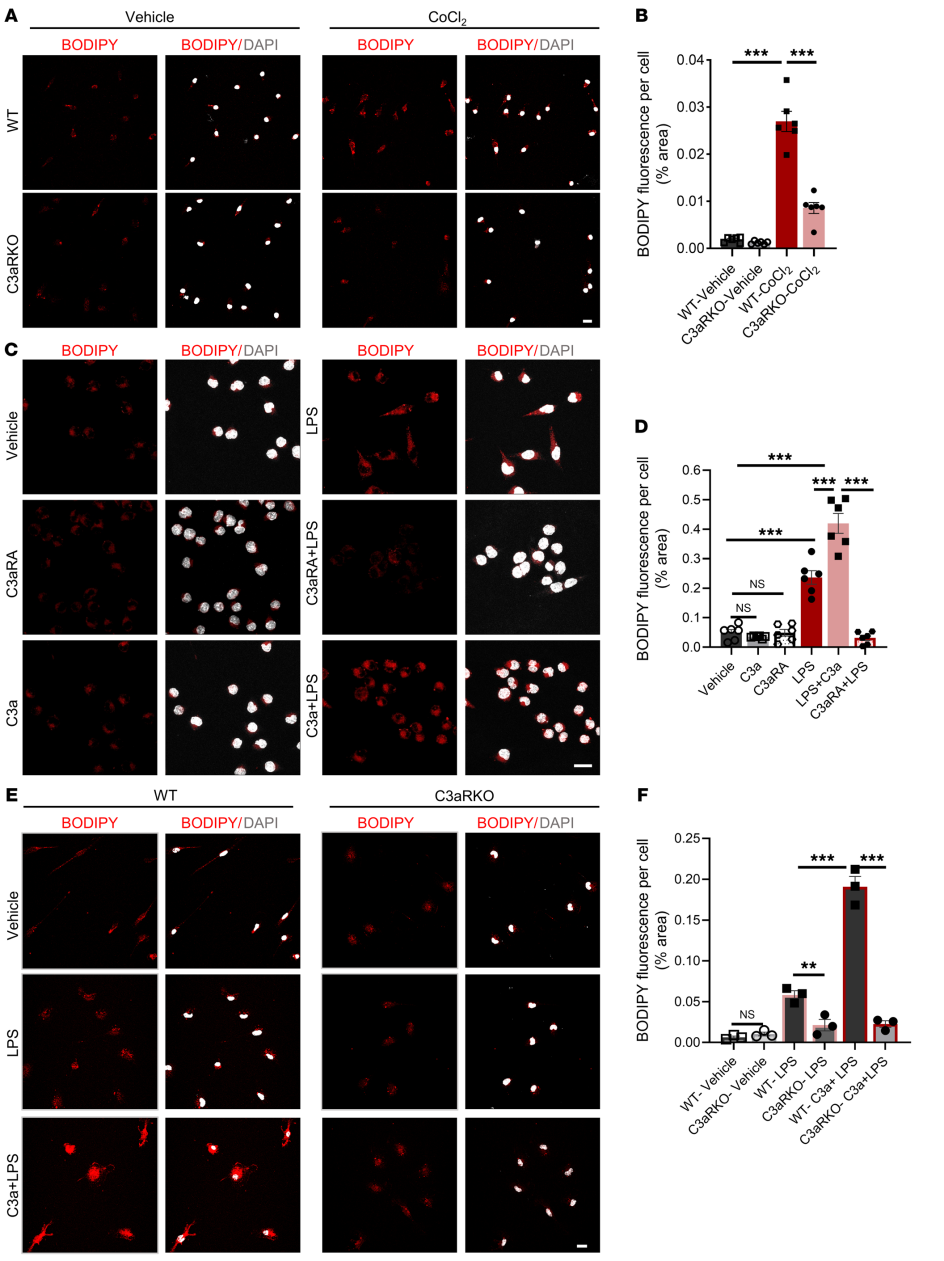
*C3ar1* deletion reduces microglial lipid droplet accumulation in vitro. (**A**) Representative images of BODIPY (red) and DAPI (gray) from 24-hour 100 μM CoCl_2_–treated WT and C3aR-KO cells. Scale bar: 15 μm. (**B**) Quantification of BODIPY^+^ area per cell from panel **A**. (**C**) Representative images of BODIPY (red) and DAPI (gray) in BV-2 cells treated with 500 nM C3a, 10 μM C3aRA, 5 μg/mL LPS, C3a + LPS, and 1-hour C3aRA pretreatment followed by LPS for 18 hours. Scale bar: 15 μm. (**D**) Quantification of BODIPY^+^ area per cell from panel **C**. (**E**) Representative images of BODIPY (red) and DAPI (gray) showing lipid droplet accumulation in WT and C3aR-KO cells after 18-hour treatment with LPS or C3a + LPS cotreatment. Scale bar: 15 μm. (**F**) Quantification of BODIPY^+^ area per cell from panel **E**. For all panels, data are presented as mean ± SEM. NS, nonsignificant. **P < 0.01; ***P < 0.001 by 1-way ANOVA with Tukey’s correction. Each experiment was repeated 2–3 times.

**Figure 5:**
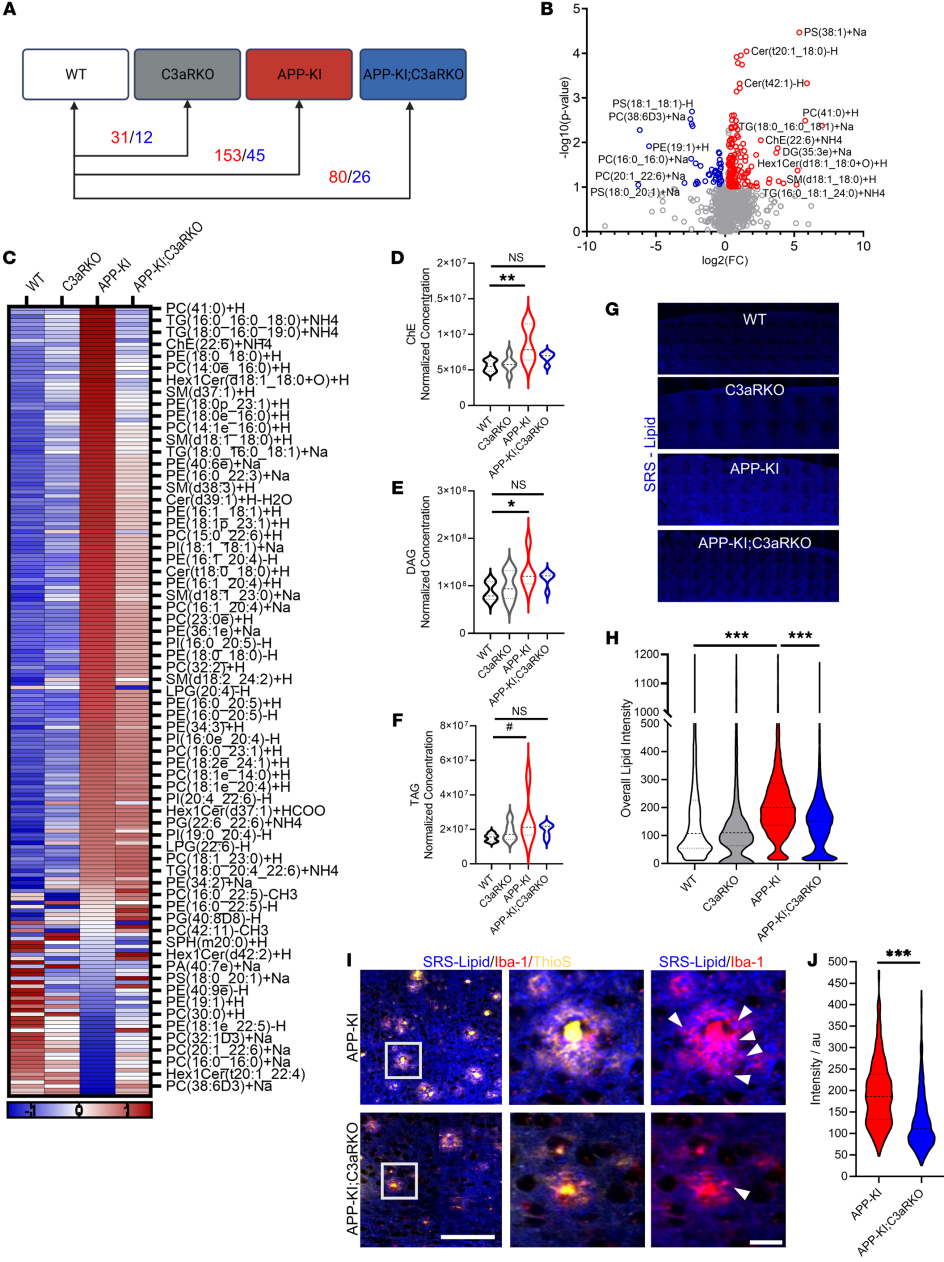
Deletion of *C3ar1* alters lipid dynamics in vivo. (**A**) Diagram showing the number of lipid species upregulated (red) or downregulated (blue) in 9-month-old C3aR-KO, APP-KI, and APP-KI; C3aR-KO mice compared with littermate WT controls. (**B**) Volcano plot showing lipid species that are upregulated (red) or downregulated (blue) in 9-month-old APP-KI compared with WT mice. (**C**) Heatmap displaying the expression of the 198 lipid species altered in APP-KI mice across all 4 genotypes. (**D**–**F**) Volcano plots of normalized lipid concentration of (**D**) cholesterol esters (ChE), (**E**) diacylglyceride (DAG), and (**F**) triacylglyceride (TAG). (**G**) Representative images from 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO cortical tissue showing SRS-lipid signal (blue). Imaging performed using 63× objective with overlapped tiling and stitching to cover the entire cortical region. (**H**) Quantification of overall SRS lipid intensity signal from panel **G**. (**I**) Representative images from SRS microscopy imaging performed on cortical region of 9-month-old tissues from APP-KI and APP-KI; C3aR-KO mice showing lipid^+^ (blue), Iba-1^+^ (red), and thioflavin S^+^ plaques (yellow). Arrows mark the lipid accumulation within plaque-associated Iba-1^+^ microglia. Scale bar: 20 μm. (**J**) Quantification of average lipid intensity within microglia in APP-KI and APP-KI; C3aR-KO cortical sections. For all panels, data are presented as mean ± SEM. NS, nonsignificant. ^#^*P* = 0.06; *P < 0.05; **P < 0.01; ***P < 0.001 by 1-way ANOVA with Tukey’s correction (**D**–**F** and **H**) or by 2-sided Student’s *t* test (**J**).

**Figure 6:**
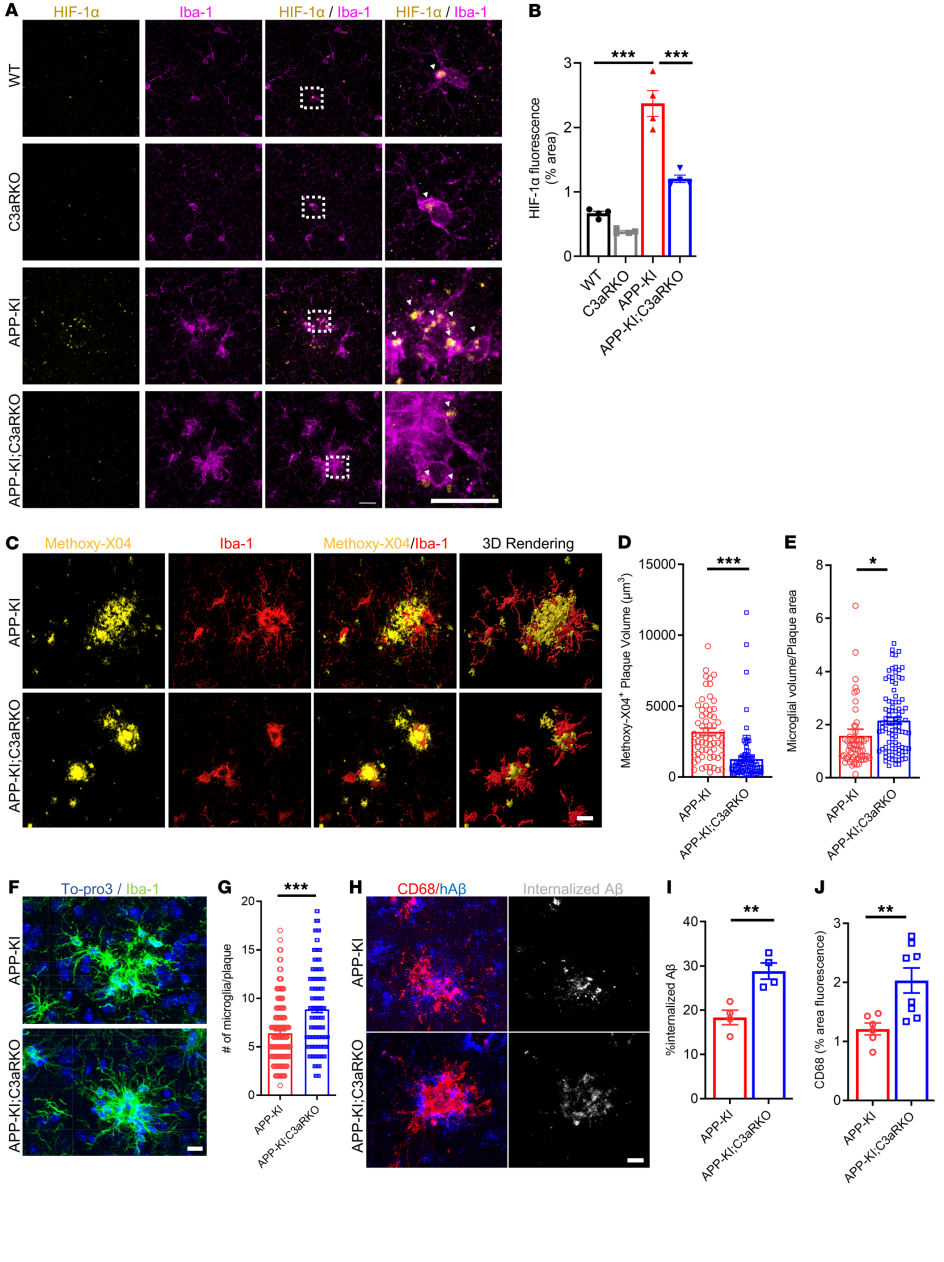
Deletion of *C3ar1* improves microglia-plaque interaction and improves microglial phagocytosis. (**A**) Representative immunofluorescence images of HIF-1α (yellow) in Iba-1^+^ microglia (magenta) across 4 genotypes. Scale bar: 15 μm. (**B**) Quantification of percentage area of HIF-1α fluorescence in WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO cortical sections. (**C**) Representative images of methoxy XO-4 (yellow) and Iba-1 (red) and 3D surface reconstruction from APP-KI and APP-KI; C3aR-KO cortical tissue. Scale bar: 15 μm. (**D**) Quantification of methoxy-X04^+^ volume in APP-KI and APP-KI; C3aR-KO mice. (**E**) Ratio of plaque-associated microglia volume/plaque area. (**F**) Representative images of To-pro3 (blue) and Iba-1 (green) in APP-KI and APP-KI; C3aR-KO mice. Scale bar: 15 μm. (**G**) Quantification of number of microglia per plaque from **F**. (**H**) Representative images of CD68 (red) and human Aβ (hAβ, blue) expression in APP-KI and APP-KI; C3aR-KO mice. The last panel shows internalized Aβ (gray) quantified by colocalization of CD68 and hAβ. Scale bar: 15 μm. (**I**) Quantification of CD68 expression from **H** (*n* = 7–8 mice/group). (**J**) Quantification of internalized Aβ from **H** (*n =* 80–100 plaques from 4 mice/group). For all panels, data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by 2-sided Student’s *t* test (**B**) or 1-way ANOVA with Tukey’s correction (**D**, **E**, **G**, **I**, and **J**).

**Figure 7:**
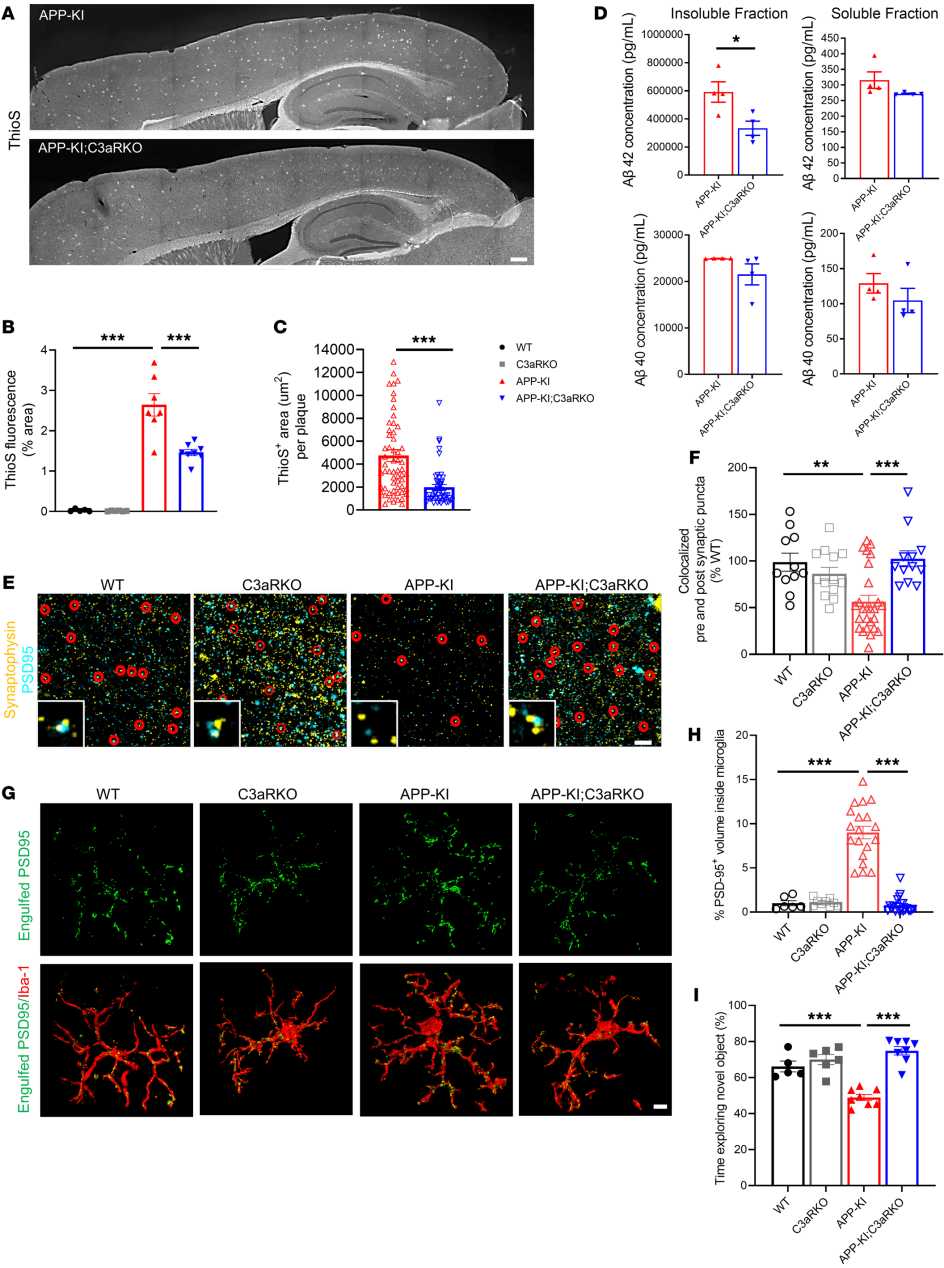
Absence of C3aR reduces Aβ pathology and improves cognitive deficits. (**A**) Representative microscopy images of thioflavin S (ThioS) from 9-month-old APP-KI and APP-KI; C3aR-KO mice. Scale bar: 1 mm. (**B**) Quantification of percentage total ThioS^+^ area in 9-month-old animals *(n* = 7–8 mice/group*)*. (**C**) Quantification of total size of ThioS^+^ plaques from APP-KI and APP-KI; C3aR-KO mice. (**D**) Results from ELISA measurement of Aβ42 and Aβ40 concentrations in guanidine hydrochloride fraction (insoluble) and TBS fraction (soluble) from 9-month-old APP-KI and APP-KI; C3aR-KO animals (*n* = 4 mice/group). (**E**) Representative images of presynaptic marker synaptophysin (yellow) and postsynaptic marker PSD-95 (cyan) from 9-month-old animals. Inset showing enlarged view of colocalization of synaptophysin and PSD-95. (**F**) Quantification of colocalized synaptophysin and PSD-95 puncta from **E** (*n =* 6 mice/group). Scale bar: 5 μm. (**G**) Representative 3D reconstruction and rendering of PSD-95 (green) signal inside Iba-1^+^ microglia (red) from 9-month-old animals *(n =* 6 mice/group*)*. Scale bar: 5 μm. (**H**) Quantification of PSD-95 volume inside microglia. (**I**) Results from novel object recognition assay of 9-month-old WT, C3aR-KO, APP-KI, and APP-KI; C3aR-KO animals (*n =* 8-10 mice/group). For all panels, data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by 1-way ANOVA with Tukey’s correction (**B**, **F**, **H**, and **I**) or 2-sided Student’s *t* test (**C** and **D**).

How the deposited data were processed for this re-analysis (not part of the article)

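RNA from microglia of 9-month-old mice was sequenced in 20 libraries, 1 per mouse. In 6 of them the cells were sorted for C3aR through a Td-tomato reporter, from 3 WT and 3 APP-KI mice. In the other 14 the microglia were not selected on C3aR, and came from 3 WT, 3 C3aR-KO, 3 APP-KI and 5 APP-KI; C3aR-KO mice. Genotype, sort and replicate number were taken from the sample labels and the paper, and every library was assigned to a condition. The same-numbered columns of the study's table and the C3aR-positive libraries went together (Pearson's r across genes of the deviations from the genotype mean, between 0.83 and 0.93), while differently numbered ones had a negative r. No 2 replicates held identical values, and the chi-square per degree of freedom between replicates of a condition ran from 20.8 to 918, far above counting noise. This does not exclude 2 libraries from 1 mouse, and each was counted as its own replicate as labelled.

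The authors sequenced the libraries on an Illumina NovaSeq, aligned the reads with TopHat v2.0.9 to the UCSC mm10 assembly and compared groups with DESeq2. The deposited values are named FPKM by the authors but behave as another unit, a signal in which each gene's read count was divided by the 75th percentile of the library's counts over all genes listed, with no division by gene length. Whole reads were recovered for 100% of the values in all 20 libraries. The alignment, the choice of reads and the counting are thus the authors' work, and could not be repeated from these values. Of the 21315 gene symbols, 98.21% are protein-coding genes of GENCODE M21 (GRCm38), 347 were not found there, and 10 stood for more than 1 entry.

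The design had been written for FPKM, so the tests for normalized values on a log scale were kept. All values were multiplied by 35.1, so that 1 read was worth between 0.0132 and 0.0785 in the libraries. This constant was chosen after the unit was seen and before any test, and it changes the meaning of the pseudocount and of the filter. Genes with a mean scaled value of at least 1 over the libraries of a fit were tested on log2(scaled value + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment over all genes tested. The C3aR-positive libraries were fitted alone. The 14 other libraries were fitted together, with the library series, read from the library numbers, as a term. The effect of APP-KI in C3aR-positive microglia was compared with that in all sorted microglia in 12 libraries of WT and APP-KI mice, without such a term. All C3aR-positive libraries belong to 1 series, which no term can tell from the sort. A term for the series of the other libraries was possible and was not fitted. Lists of genes were tested with camera at a preset correlation of 0.01 and with fry, and their library means with exact permutation tests, two-sided, which take no account of the library series. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the remaining steps.

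The comparisons, the tests, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, apart from the scaling constant, 5 added alternatives, the tests of explanations and the match of 1 gene. The genes named are every gene in the lists hypoxia, lipid, reactive, homeostatic, Figure 1E, phagocytic and qPCR targets, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall among those past the adjusted p-value whose 2 groups do not overlap. Of the named genes in the 4 genotypes, those printed were picked after their values were seen. Lists from the study were the hypoxia module, the lipid metabolism, reactive and homeostatic genes, the genes labelled in Figure 1E, the phagocytic genes with primers in Supplemental Table 3 and the qPCR targets, with Hif1a itself among the last. Lists written for this work were an immune list, a glycerolipid list, ribosomal protein genes, Y-linked genes with Xist, a list of genes raised by warm dissociation, and markers of neurons, astrocytes, oligodendrocytes, endothelial cells, border macrophages, monocytes and neutrophils, and T and NK cells. The symbol Pgm2 of the hypoxia module was matched to the gene listed as Pgm1, because the study's table gives it the Ensembl identifier of that gene. This was found after the first values had been seen. The reads of Pgm1 lay between -0.21 and 0.14 of the study's table on the log2 scale, with the median gene at 0, and those of Pgm2 between -0.69 and 0.51.

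The alternatives were a pseudocount of 0.1, no filter, a filter at a mean of at least 5, quantile normalization, median ratio scaling, limma without a trend, a replicate block, an adjusted p-value under 0.0005, each replicate left out in turn, no library series term, only the 2 groups compared, and the C3aR-positive WT and APP-KI libraries added. For the genes raised in APP-KI, the adjusted p-value, a log2 fold change of at least 1 and the libraries that chose them were varied too. Added after seeing the data were the pseudocount and filter on the values as deposited, limma with a weight for each library (estimated gene by gene), and 2 count tests on the recovered reads, edgeR 4.0.16 with its quasi-likelihood test and DESeq2 1.42.0, and leaving each library out of the comparison between the sorts. In C3aR-positive microglia edgeR called 1770 genes higher and 659 lower, and DESeq2 2225 and 949.

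The steps were tested on simulated data in which 200 genes were changed. In the design of the C3aR-positive libraries (12198 genes), limma recovered 67.5% of them with 3 false among 138 calls, and DESeq2 79.5% with 51 false among 210. In the design of the 4 genotypes (12297 genes), limma recovered 52.5% with 5 false among 110 calls. Changes smaller than those simulated can therefore be missed, above all in the 4 genotypes. The simulated changes were put into APP-KI alone, in genes well above the filter. Genes with low values, unusual libraries and the other comparisons were not covered. The reads carry no molecular identifiers here, so that reads are not independent molecules. The filter removed Adm and Apoc4, and Clec7a and Xist were not found by name. GSEA and the pathway tests of the paper were not repeated, since no pathway gene sets were used here.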

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

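All tests of explanations in this part were chosen only after the results they bear on had been seen.

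APP-KI; C3aR-KO replicate 1 lay far from the other 4 libraries of its genotype by Dixon's test in 4 of the 13 groups of library means examined, where chance gives about 1 in 20. Its mean log2(scaled value + 1) was 8.713 for the homeostatic genes, against 9.452 to 9.666 in the others, and 7.48 for the phagocytic genes, against 8.555 to 8.841. It was 3.611 for the glycerolipid list (others 4.065 to 4.204) and 5.176 for the genes higher in C3aR-positive APP-KI microglia (others 5.755 to 5.985). The 4 groups share a single library and are not independent. This library is also among the 4 with over 8000 genes at 0, with APP-KI replicate 4 and C3aR-KO replicates 1 and 2, all of the first library series. Fewer reads do not account for the zeros of C3aR-KO replicate 1, the deepest of these 4, as 8 of the 10 other libraries had fewer reads. APP-KI; C3aR-KO replicate 1 (42239056 reads) and APP-KI replicate 4 (45358976) are among the libraries with the fewest reads. This comparison of depth therefore cannot decide for them. A candidate explanation is that the reads of these 4 libraries were copied from few starting molecules. In these 4 libraries, between 1232 and 1798 of the genes expected to have at least 20 reads had none, against at most 141 in any of the 10 others. The genes higher in C3aR-positive APP-KI microglia had a median log2 fold change of 0.0828 for APP-KI; C3aR-KO against APP-KI once this library was left out. As this library lay lowest for these genes, leaving it out cannot test for a hidden fall. No biological explanation was tested for a single library.

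The change from WT to APP-KI was compared between C3aR-positive microglia and all sorted microglia, and 5 lists were tested. The hypoxia genes differed by a median of 0.4515 on the log2 scale (camera adjusted p = 0.00017, 21 of 25 genes higher), the lipid genes by 0.7592 (adjusted p = 0.00020, 11 of 13), the reactive genes by 0.8704 (adjusted p = 0.0014, 6 of 6) and the genes labelled in Figure 1E by 0.7255 (adjusted p = 1.5e-05, 17 of 20). The homeostatic genes differed by 0.23 (camera adjusted p = 0.11). None of the 5 passed fry, with adjusted p = 0.147 for 4 of them. Without APP-KI replicate 4, chosen with the other left-out libraries after the values were seen, the hypoxia genes differed by 0.29, the reactive genes by 0.50 and the genes of Figure 1E by 0.45. Without WT replicate 4 the genes of Figure 1E differed by 0.99. No single gene passed by limma with all libraries (0 of 12583). At an unadjusted p under 0.05, 836 were higher and 644 lower, and 9 of 100 drawn splits gave as many genes (1480). Of the settings added after the values were seen, DESeq2 called 87 genes higher and 33 lower. Limma called 2 higher with library weights and 2 lower without APP-KI replicate 6. The Y-linked gene Eif2s3y had a scaled value above 1 in 0 of 3 C3aR-positive libraries of each genotype. In the other sort it did so in 1 of 3 WT and 2 of 3 APP-KI libraries. Another Y-linked gene, Kdm5d, had 10.6 in C3aR-positive WT replicate 2. The sex of the mice may thus differ between the sorts, and no term for it was fitted. The C3aR-positive libraries all belong to 1 library series and 0 of them to another, so the sort and the library series cannot be told apart. No series term was fitted for the other libraries. With their series removed, their rise of library means from WT to APP-KI went from 1.124 to 1.425 for reactive genes and from 1.942 to 2.226 for Figure 1E genes. It went from 1.818 to 2.035 for lipid and from 1.244 to 1.34 for hypoxia genes. In C3aR-positive microglia the rises were 1.981, 2.698, 2.436 and 1.697, so the excess was then smaller. The paper shows these lists for the C3aR-positive libraries. If their genes were picked there, that may by itself give a larger change, and a difference between the microglia sorted for C3aR and the others stays open and untested.

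The same comparison gave C3ar1 a difference of 2.344 on the log2 scale (unadjusted p = 0.000269, adjusted p = 0.394 by limma, and an exact permutation test within genotypes, two-sided, p = 0.06 over 400 arrangements). With each library left out it lay between 1.99 and 2.60, and DESeq2, added after the values were seen, called it at 2.36. The difference came from the WT libraries, where C3ar1 was lower in C3aR-positive microglia than in all sorted microglia by a log2 value of -2.37 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). In APP-KI the same comparison gave -0.02 (exact permutation test, two-sided, p = 0.9). A difference between whole libraries would move many genes alike, but only 2 of 12179 genes, C3ar1 included, were as low. The neighbouring genes Slc2a3, Foxj2, Necap1, Clec4a1 and Clec4a3 differed by between -0.22 and 0.04. The way reads at C3ar1 were counted stays open. Relative to the study's own table of normalized counts, the reads found here were more complete in APP-KI than in WT libraries by 1.33 on the log2 scale, so that the deposited values and that table may treat reads at this gene differently. The reporter allele of the sorted mice was not examined, and a lower level of C3ar1 in C3aR-positive WT microglia was not tested in another way.

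In APP-KI replicate 5, 1124 of 1125 olfactory receptor genes had at least 1 read, with a median of 47 reads, whereas the 19 other libraries had reads on between 104 and 439 of them, with a median of 0 in each. The paper's text does not name these genes. More reads in this library are not the cause, as 12 of the 13 other libraries of the 4 genotypes had more. A candidate explanation is genomic DNA in the library. The reads followed the exon length of the receptor genes, with a Spearman's rho of 0.465 across genes, which are not independent, against at most 0.284 in the other libraries. The markers of neurons were also highest there (mean log2 value 2.01, others 0.16 to 0.78). Without this library, the immune list had a median log2 fold change of 0.04 for APP-KI; C3aR-KO against APP-KI in place of -0.18. The part of this library in the fall of the list cannot be told apart from that of others, since leaving out APP-KI; C3aR-KO replicate 1 gave 0.01. No biological explanation was tested.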

How the results depend on the processing

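The pseudocount and filter on deposited values, library weights, edgeR, DESeq2 and the libraries left out of the comparison between sorts were chosen only after values had been seen, and all other settings were not. Of 506 values that answer a comparison, computed under settings other than a left-out library, 416 kept their direction and call and, for counts, stayed within 1.5 times. Of the rest, 3 lost and 16 gained the call of their test, 44 moved and 27 changed direction. With a library left out, 407 of 464 were kept, 2 lost and 10 gained the call, 23 moved and 22 changed direction. For named genes, 1087 of 1140 values under other settings and 740 of 792 with a library left out kept direction and call, 38 and 41 lost it, 9 and 3 gained it, and 6 and 8 changed direction. The cause was not tested for any change below unless it is stated.

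In C3aR-positive microglia, the list medians kept direction and passed camera and, where it was run, fry in all 17 settings. They lay between 1.01 and 1.69 for the hypoxia genes, 1.19 and 2.57 for lipid genes, 1.55 and 1.94 for reactive genes, -1.18 and -0.74 for homeostatic genes and 1.80 and 2.27 for the genes of Figure 1E. The first principal component held between 48.64% and 61.18% of the variance and parted the genotypes in all 6 settings. Genes called higher numbered 1020 with the pseudocount and filter on deposited values, where fewer genes are tested (5408). Genes called lower numbered 643 with median ratio scaling and 659 with edgeR. At an adjusted p-value under 0.0005, a stricter threshold, there were 230 higher and 37 lower. At that threshold, leaving out 1 library gave from 47 to 121 higher and from 1 to 16 lower genes. Without the filter, without the trend or with the replicate block there were 0, and DESeq2 gave 1240 and 252. At an adjusted p-value under 0.05, with each of the 6 libraries left out, from 1169 to 1494 genes were higher and from 608 to 1034 lower. The lower ones were 648, 616 and 608 without WT replicate 1, 2 and 3. Pfkfb2 ran from -0.47 to 0.080, the latter without APP-KI replicate 3.

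The stricter threshold left 64 higher and 11 lower genes for APP-KI against WT, 106 and 28 for APP-KI; C3aR-KO against WT, 0 for APP-KI; C3aR-KO against APP-KI (38 higher and 109 lower at an unadjusted p under 0.05) and 0 for C3aR-KO against WT (123 and 221). With the C3aR-positive libraries added, APP-KI against WT gave 1245 higher and 964 lower genes, APP-KI; C3aR-KO against WT 643 and 608, and C3aR-KO against WT 0 (219 and 465 unadjusted). With library weights, these were 1532 and 1804 for APP-KI against WT and 2510 and 3395 for APP-KI; C3aR-KO against WT. Weights by REML had been run first. They gave APP-KI replicate 6 a weight of 0.00074, with 845 and 845 genes for APP-KI against WT, 2772 and 3881 for APP-KI; C3aR-KO against WT and 0 higher and 16 lower for APP-KI; C3aR-KO against APP-KI, and were replaced by weights estimated gene by gene after these counts were seen. With the latter weights APP-KI; C3aR-KO against APP-KI gave 4 genes, C3ar1, Clec1a (-1.64), Klrb1a (1.52) and Klrb1b (-2.02), and the comparison between sorts gave 2, Ppfia4 (1.64) and Tfdp1 (2.69). Without the filter, 155 genes were lower in APP-KI than in WT, and APP-KI; C3aR-KO against APP-KI gave 2, C3ar1 and Klrb1c (-1.71). Without the trend there were 117 lower genes for APP-KI against WT, 189 for APP-KI; C3aR-KO against WT, 0 for APP-KI; C3aR-KO against APP-KI (19 higher and 187 lower unadjusted) and 0 for C3aR-KO against WT (132 and 263). With only the 2 groups compared, fewer libraries enter each fit, and there were 116 lower genes for APP-KI against WT, 0 for APP-KI; C3aR-KO against APP-KI (9 and 33 unadjusted) and 0 for C3aR-KO against WT (267 and 134). The difference of the knockout effects needs all 4 groups and gave no value there. DESeq2 called 9 genes for C3aR-KO against WT, 120 between the sorts and 1 for the difference of the knockout effects, Phyhipl (22.22). Apart from C3ar1, the genes named here were chosen after their values were seen. Whether losing C3aR changed those called beside C3ar1 for APP-KI; C3aR-KO against APP-KI was not tested.

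In APP-KI against WT, the phagocytic median was 0.55 with the C3aR-positive libraries added and 0.36 with library weights, and passed camera in both, and it was -0.037 without the library series term. The glycerolipid median no longer passed camera without the filter (0.23) and at a mean of at least 5 (0.11), and turned to -0.014 with the C3aR-positive libraries added and to -0.026 on deposited values. C3ar1 turned to 1.03 with the C3aR-positive libraries added, where it was called, and to 0.14 with library weights. The slope of the raised genes, 0.93, was 0.85 with a pseudocount of 0.1, 1.08 for genes chosen at the stricter threshold and 1.05 for those with a log2 fold change of at least 1.

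Between APP-KI; C3aR-KO and APP-KI, the raised genes had a median of 0.033 on deposited values, 0.0054 with edgeR, 0.0067 at a mean of at least 5 and 0.0012 for genes chosen in the 4 genotypes. It was 0.029 with library weights and 0.056 without the library series term, and passed camera as higher than other genes in both. Without the filter it was -0.0062 and also passed as higher than other genes, whose median was -0.18. With the C3aR-positive libraries added it was -0.14 and passed camera as lower than other genes. None of these passed fry where it was run. In the setting with added libraries the hypoxia genes turned to -0.11, the reactive genes to -0.11, the homeostatic genes to -0.016 and the phagocytic genes to -0.035, and the immune list passed camera at -0.31. After quantile normalization the hypoxia, reactive and homeostatic genes turned to -0.049, -0.046 and -0.060, and the immune list passed camera at -0.23. The immune list also passed at a mean of at least 5 (-0.17) and on deposited values (-0.16), where the lipid genes turned to 0.062 and the glycerolipid list to 0.013. With library weights the lipid genes turned to 0.031 and Gpnmb to -0.18, and the hypoxia (0.089), homeostatic (0.078) and phagocytic (0.087) genes passed camera. Without the filter the hypoxia (0.0087) and phagocytic (0.14) genes passed camera. With only the 2 groups compared the hypoxia genes turned to -0.025, the reactive genes to -0.072 and Gpnmb to -0.0067. Without the library series term the lipid genes turned to 0.19 and Apoe to 0.19. In the comparison between sorts, the homeostatic genes passed camera without the filter (0.23) and turned to -0.0069 after quantile normalization.

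Libraries of different genotypes share replicate numbers, so a replicate block was also fitted. The deviations from the group means of same-numbered libraries correlated by 0.023, 0.039 and -0.010 between C3aR-positive WT and APP-KI, by 0.25, 0.088 and 0.11 between WT and APP-KI and by 0.0007, 0.070 and 0.22 between C3aR-KO and APP-KI; C3aR-KO, so that the libraries share only a number. With the replicate block, 92 genes were higher and 19 lower for APP-KI against WT, 49 and 5 for APP-KI; C3aR-KO against WT, 0 for APP-KI; C3aR-KO against APP-KI (15 and 10 unadjusted) and 0 for C3aR-KO against WT (10 and 13). Among the 5 were Col6a3 (-1.85), Crybb1 (-2.45), Myo18b (-2.04) and Stab1 (-2.40), chosen after their values were seen. The glycerolipid median for APP-KI against WT was 0.094 and did not pass. From APP-KI to APP-KI; C3aR-KO the reactive (0.62) and phagocytic (0.61) medians passed camera, and the lipid genes (0.22), the immune list (0.050), the glycerolipid list (0.19), the raised genes (0.31, slope 0.073, past camera as higher than other genes) and Apoe (0.22) changed direction.

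Each of the 14 libraries of the 4 genotypes was left out in turn. APP-KI against WT gave from 152 to 415 higher and from 66 to 422 lower genes, with the lowest counts without WT replicate 4 and the highest without APP-KI; C3aR-KO replicate 1. Without APP-KI replicate 6 there were 172 and 100, without WT replicate 5 there were 181 and 100, and without WT replicate 6 there were 124 lower genes. APP-KI; C3aR-KO against APP-KI gave from 0 to 1, with 0 without APP-KI replicate 5 (295 higher and 82 lower unadjusted) or 6 (240 and 497). C3aR-KO against WT gave from 0 without WT replicate 4 (18 and 62) to 21 without C3aR-KO replicate 3, and APP-KI; C3aR-KO against WT from 210 to 510 higher and from 123 to 421 lower. The difference of the knockout effects gave 0 in each fit, as with all libraries (111 higher and 92 lower unadjusted). In APP-KI against WT, the phagocytic median ran from 0.024 to 0.38 and that of the immune list from 0.46 to 0.97. The glycerolipid median ran from 0.074 to 0.30 and no longer passed camera without APP-KI replicate 5 (0.074) or APP-KI; C3aR-KO replicate 1 (0.16). C3ar1 ran from -0.41 to 0.17, the latter without APP-KI replicate 4.

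In the same fits for APP-KI; C3aR-KO against APP-KI, the medians ran from -0.021 to 0.082 for hypoxia, -0.10 to 0.12 for lipid, -0.15 to 0.27 for reactive, -0.083 to 0.24 for homeostatic and -0.11 to 0.25 for phagocytic genes. They ran from -0.51 to 0.040 for the immune list, -0.23 to 0.0088 for the glycerolipid list and -0.080 to 0.083 for the raised genes. The hypoxia, lipid, reactive, homeostatic, phagocytic and raised genes were lowest without APP-KI replicate 4. Without APP-KI; C3aR-KO replicate 1 the reactive (0.27), homeostatic (0.24), phagocytic (0.24) and raised genes (0.083) passed camera as higher. The immune list passed as lower without APP-KI replicate 6 (-0.51) and without APP-KI; C3aR-KO replicate 2 (-0.28), 4 (-0.23) or 5 (-0.32). Gpnmb ran from -0.13 to 0.83, Cst7 from -0.34 to 0.50 and P2ry12 from -0.092 to 0.51, each lowest without APP-KI replicate 4, and Apoe from -0.11 to 0.19, highest without APP-KI; C3aR-KO replicate 1. Across the 12 fits between the sorts, from 0 to 2 genes passed, Gimap3 (-5.07) and Notch4 (-4.08) without APP-KI replicate 6, chosen after their values were seen. The homeostatic median ran from 0.023 to 0.38, the latter without the same library and past camera.

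In the 4 genotypes the data limit what can be called. For APP-KI against WT, limma recovered 25% of the genes changed by a log2 value of 1 in simulated data of that design. In the design of the C3aR-positive libraries it recovered 51%.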

Differences from the paper's values

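The edgeR, DESeq2, library weight and deposited-value settings named in this part were chosen only after the values had been seen.

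In C3aR-positive microglia 1602 genes were called higher in APP-KI than in WT, against the paper's 2445. Of 14 alternatives set before the data were examined, median ratio scaling (1832) came within 1.5 times of the paper's count and the others did not. Of the settings chosen after seeing the values, library weights (1669), edgeR (1770) and DESeq2 (2225) did so too. These counts are at an adjusted p-value under 0.05. At one under 0.0005, the FDR that the paper's methods name, none of the 4 came within 1.5 times, with 268 for median ratio scaling, 284 for library weights, 268 for edgeR and 1240 for DESeq2. Genes called lower numbered 1196 against the paper's 1414, and moved away from it to 643 with median ratio scaling, 659 with edgeR and 949 with DESeq2, while library weights gave 1291.

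Of 70 genes with a log2 fold change in the study's table, all 70 had the same sign here and 30 differed by more than the larger error, where the paper's error is a standard error and the error here the SD of the replicates, kept the same for all settings. For 17 of them, none of the 13 alternatives set before the data were examined brought the value within that error. The log2 fold changes here were Bhlhe40 3.51 (the paper's 4.31), Bnip3 1.91 (the paper's 1.09), C3ar1 2.14 (the paper's 0.68), Ch25h 4.69 (the paper's 5.64), Cstb 1.95 (the paper's 1.45), Cx3cr1 -0.74 (the paper's -0.40), Fabp3 3.86 (the paper's 5.05), Fam162a 1.89 (the paper's 0.77), Kcnk12 -2.68 (the paper's -0.99), P2ry12 -1.04 (the paper's -0.67), Pgk1 1.46 (the paper's 1.81), Pgm1, listed as Pgm2 in the study, 1.22 (the paper's 0.90), Serpinf1 -3.27 (the paper's -1.50), Sorl1 0.84 (the paper's 0.49), Tmem119 -1.45 (the paper's -1.17), Tmem44 -2.87 (the paper's -2.22) and Tnfsf8 2.94 (the paper's 3.61). For Pgk1, a setting chosen after seeing the values brought it within the error, with DESeq2 (1.71). For Serpinf1, a setting chosen after seeing the values brought it within the error, with the pseudocount and filter on deposited values (-1.57). For Tnfsf8, a setting chosen after seeing the values brought it within the error, with edgeR (3.21) and DESeq2 (3.24).

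For the other genes, some of the 13 alternatives set before the data were examined brought the value within that error, and those not named did not. Baiap2l2 had 6.28 against the paper's 7.33, and came within the error with a pseudocount of 0.1 (7.65), and, chosen after seeing the values, with edgeR (7.76) and DESeq2 (7.84). Bcl2 had 1.84 against the paper's 1.63, and came within the error with quantile normalization (1.84), without WT replicate 2 (1.79), without WT replicate 3 (1.74), without APP-KI replicate 1 (1.80) and without APP-KI replicate 3 (1.82), and, chosen after seeing the values, with library weights (1.82). C3 had 2.09 against the paper's 2.91, and came within the error without APP-KI replicate 1 (2.50), and, chosen after seeing the values, with edgeR (2.38) and DESeq2 (2.41). Dkk2 had 6.32 against the paper's 8.21, and came within the error with a pseudocount of 0.1 (8.23). Egln3 had 4.56 against the paper's 5.25, and came within the error with a pseudocount of 0.1 (5.03), and, chosen after seeing the values, with edgeR (5.25) and DESeq2 (5.29). Ero1l had 1.40 against the paper's 0.88, and came within the error without WT replicate 3 (1.18) and without APP-KI replicate 3 (1.10), and, chosen after seeing the values, with library weights (1.27). Fabp5 had 5.17 against the paper's 5.82, and came within the error with a pseudocount of 0.1 (5.55), without WT replicate 1 (5.46) and without APP-KI replicate 1 (5.39), and, chosen after seeing the values, with edgeR (5.64) and DESeq2 (5.68). Itgax had 4.76 against the paper's 5.56, and came within the error without APP-KI replicate 1 (5.09), and, chosen after seeing the values, with edgeR (5.02) and DESeq2 (5.06). Lipa had 1.20 against the paper's 0.91, and came within the error without WT replicate 3 (1.17) and without APP-KI replicate 3 (0.99), and, chosen after seeing the values, with the pseudocount and filter on deposited values (0.95) and library weights (1.11). Ly86 had 0.99 against the paper's 1.12, and came within the error with a pseudocount of 0.1 (0.99), median ratio scaling (1.13), without WT replicate 1 (1.00), without WT replicate 2 (1.01), without APP-KI replicate 1 (1.02) and without APP-KI replicate 2 (1.06), and, chosen after seeing the values, with edgeR (1.11) and DESeq2 (1.14). Nceh1 had 2.78 against the paper's 2.54, and came within the error without WT replicate 3 (2.74) and without APP-KI replicate 3 (2.62), and, chosen after seeing the values, with library weights (2.71). Pfkfb3 had 1.15 against the paper's 0.90, and came within the error without WT replicate 3 (1.06) and without APP-KI replicate 3 (1.05), and, chosen after seeing the values, with the pseudocount and filter on deposited values (1.07). Ptger3 had -3.46 against the paper's -4.08, and came within the error without APP-KI replicate 2 (-3.80), and, chosen after seeing the values, with edgeR (-4.49) and DESeq2 (-4.48). Some of these values hardly moved, from 1.843 to 1.839 for Bcl2 with quantile normalization and from 0.9923 to 0.9935 for Ly86 with a pseudocount of 0.1, as both lay just outside the error before.

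The paper states that loss of C3aR partly reverses the genes raised in APP-KI microglia. Here the median log2 fold change of these genes was -0.01 for APP-KI; C3aR-KO against APP-KI and did not pass camera or fry. With the C3aR-positive libraries added, which also chose the genes, it was -0.14, passed camera and did not pass fry. In the other direction, the genes passed camera as higher than the other genes without the filter (-0.0062), without the library series term (0.06), without APP-KI; C3aR-KO replicate 1 (0.08) and, chosen after seeing the values, with library weights (0.03). They also passed as higher with the replicate block, where their median was the largest of these settings. That block joins libraries that share only a number, so it does not bear on a rescue. Without the filter the median of all genes was -0.18, so that pass does not show a rise of the raised genes. The paper names type I diabetes mellitus and glycerolipid metabolism as pathways of metabolism that were rescued. The immune list, written here for the immune part of the former, and the glycerolipid list had medians of -0.18 and -0.09 and did not pass. The immune list passed camera at a mean of at least 5 (-0.17), after quantile normalization (-0.23), with the C3aR-positive libraries added (-0.31), without APP-KI replicate 6 (-0.51), without APP-KI; C3aR-KO replicate 2 (-0.28), 4 (-0.23) or 5 (-0.32), and, chosen after seeing the values, on deposited values (-0.16).

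The paper's Supplemental Table 2 lists Ndrg1 with the hypoxia module and Tgfbr1 with the microglial genes lower in APP-KI. Ndrg1 had a log2 fold change of 1.17 (adjusted p = 0.11 by limma) and was called only by DESeq2 (1.67), chosen after seeing the values. Tgfbr1 had -0.40 (adjusted p = 0.083 by limma) and was called after quantile normalization (-0.58), without APP-KI replicate 3 (-0.49) and, chosen after seeing the values, on deposited values (-0.39) and with library weights (-0.44).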

Other observations

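The splits of the libraries and all tests of explanations in this part were chosen only after the results had been seen.

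Other splits of the same libraries were fitted in the same way. In the 6 C3aR-positive libraries, 1 of the 10 splits, the real one, gave as many genes past the adjusted p-value, and 3 libraries against 3 cannot give a share under 0.1. The same held for APP-KI against WT (1 of 10) and C3aR-KO against WT (1 of 10) in the 4 genotypes. For APP-KI; C3aR-KO against APP-KI it was 1 of 56 splits, where the single gene was C3ar1, and for APP-KI; C3aR-KO against WT 1 of 56. For the difference of the knockout effect between APP-KI and WT mice, where 0 genes passed, 203 had an unadjusted p under 0.05, and 74 of 100 drawn splits gave as many. A median as far from 0 as that of the genes higher in C3aR-positive APP-KI microglia came from 1 of 10 splits for APP-KI against WT and from 54 of 56 for APP-KI; C3aR-KO against APP-KI.

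The lack of a fall of these genes in APP-KI; C3aR-KO was set against technical explanations. After quantile normalization the median was -0.0226, which leaves out the authors' scaling as what hides a fall of 0.5 of the rise. Y-linked expression was unequal between the groups. Eif2s3y had a scaled value above 1 in 1 of 3 WT, 2 of 3 APP-KI, 1 of 3 C3aR-KO and 5 of 5 APP-KI; C3aR-KO libraries, and in 0 of 6 C3aR-positive libraries. The 4 Y-linked genes had library means between 0 and 5.38, and Xist was not found by name. With Y-linked expression as a term, the median was -0.0662, and 315 genes were higher and 316 lower in APP-KI than in WT. APP-KI replicate 4 is the only library of APP-KI and APP-KI; C3aR-KO at 0 for Eif2s3y, and without it the median was -0.080. Neither -0.0662 nor -0.080 reaches a fall of 0.5 of the rise (-0.275), but both lie within 2 jackknife errors (0.123) of it, so by this bar a part of Y-linked expression in hiding such a fall cannot be told apart.

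Genes chosen on APP-KI against WT within the 4 genotypes share the APP-KI libraries with the second comparison, so that a fall would arise by chance. In 100 simulated draws without any rescue, each draw chose its own genes. Their median for APP-KI; C3aR-KO against APP-KI was -0.10 on average (from -0.14 to -0.06), with 64.22% of them below 0. The observed median of the 275 genes was 0.0012, with 49.82% below 0, and 100 of 100 draws were as low. The draws gave each gene its own independent noise, so their spread leaves out changes that genes share within a library. The median of the genes chosen in C3aR-positive microglia had a jackknife error of 0.123 over real libraries. The draws therefore cannot decide whether there was a rescue. The 1196 genes lower in C3aR-positive APP-KI microglia had a median of -0.52 for APP-KI against WT and of -0.002 for APP-KI; C3aR-KO against APP-KI. On the change in C3aR-positive microglia, the raised genes had a slope of 0.93 for APP-KI against WT (jackknife error 0.076) and of -0.075 for APP-KI; C3aR-KO against APP-KI (jackknife error 0.090).

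APP-KI; C3aR-KO was also compared with WT. At an adjusted p-value under 0.05 by limma, 349 genes were higher and 296 lower. Gpnmb (8.97), Cst7 (7.28), Mamdc2 (7.22), Baiap2l2 (6.34) and Dkk2 (6.08) had the largest log2 fold changes, and Ptger3 (-2.92), Mgl2 (-2.92), Gpr165 (-2.79), Ctnnd2 (-2.61) and Tmem44 (-2.60) the lowest. Without WT replicate 5 there were 210 higher and 123 lower genes. Without WT replicate 4, WT replicate 6 or APP-KI; C3aR-KO replicate 4 there were 132, 161 and 186 lower genes, and without WT replicate 4 there were 228 higher ones. The immune list had a median of 0.42 (camera adjusted p = 0.00056, fry adjusted p = 0.15) and the glycerolipid list of -0.007. Genes whose groups did not overlap made up 29.29% of all genes for APP-KI against WT and 18.47% for C3aR-KO against WT, where chance gives 10%. They made up 1.613% for APP-KI; C3aR-KO against APP-KI and 20.94% for APP-KI; C3aR-KO against WT, for which 2 of 56 arrangements of 5 against 3 put the groups apart.

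Beside C3ar1, genes that changed in both knockout comparisons were looked for around its position, after genes of that stretch had been noticed in some settings. Of 12230 genes with a position, C3ar1 left out, 2 had an unadjusted p under 0.05 and the same direction for C3aR-KO against WT and APP-KI; C3aR-KO against APP-KI. Both lie within 10 Mb of C3ar1, where 1.32% of the genes are found, and 0 lie elsewhere (Fisher's exact p = 0.000174, with neighbouring genes not independent). In opposite directions there was 1 gene. Mical3, on chromosome 6 of GRCm38 from 120931707 to 121130999 on the minus strand, fell by 0.97 and 0.92 on the log2 scale (unadjusted p = 0.0012 and 0.00064), with no overlap of the groups in either comparison. Its scaled value was 160 ± 28.3 in WT, 87.8 ± 15.9 in C3aR-KO, 113 ± 44.8 in APP-KI (SD, n = 3 each) and 53.4 ± 11.1 in APP-KI; C3aR-KO (SD, n = 5). It had an unadjusted p under 0.05 in all 14 left-out fits and all 14 other settings of both comparisons. Erc1, from 119570796 to 119848167 on the minus strand, rose by 1.06 and 0.64 (unadjusted p = 0.0054 and 0.044), but its second change had an unadjusted p under 0.05 in only 5 of 14 left-out fits (0.1 without APP-KI; C3aR-KO replicate 1) and 9 of 13 other settings. Neither gene passed the adjusted p-value (0.99 or above by limma). A candidate explanation is a stretch of chromosome around C3ar1 that came with the knockout allele. The paper states that its C3aR-KO mice were backcrossed for 5 generations before the cross to APP-KI. An effect of losing C3aR on these genes stays open and untested. Both genes were chosen after their values were seen.

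In the libraries of the 4 genotypes, few genes had 2 reads. The mean of the numbers of genes with 4, 5 and 6 reads exceeded the number with 2 reads in 13 of these 14 libraries and in 0 of the 6 C3aR-positive ones. That each molecule was counted through several copies could give this, but no value here decides it, since sort, depth and library series differ together. Genes at 0 numbered between 8076 and 8939 in the 4 libraries with the most and between 3876 and 5775 in the others, apart from APP-KI replicate 5 with 107. The first 2 principal components of the 14 libraries held 31.3% and 24.8% of the variance, and APP-KI; C3aR-KO replicate 1 lay farthest out on the first, at 103.5, and C3aR-KO replicate 2 on the second, at 65.17 (APP-KI; C3aR-KO replicate 1 at -60.9).

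The phagocytic genes, which the paper measured by other means, had a median log2 fold change of 0.14 for APP-KI against WT (camera adjusted p = 0.23), which was 0.37 without WT replicate 4 and 0.38 without APP-KI replicate 4 and passed camera in both. For APP-KI; C3aR-KO against APP-KI it was 0.14 (camera adjusted p = 0.44), 0.24 and past camera without APP-KI; C3aR-KO replicate 1, and -0.11 without APP-KI replicate 4. Hif1a and its qPCR targets Pdk1, Pfkl and Pfkfb2, 4 genes together, rose by 0.91 in the library means of APP-KI over WT (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Hif1a by itself rose by 1.95, so the mean overstates the rise of its targets. Between APP-KI; C3aR-KO and APP-KI the 4 genes differed by 0.08 (exact permutation test over 56 arrangements, two-sided, p = 0.48), and by -0.01 without APP-KI replicate 4. The reactive genes and the homeostatic genes each had a median of 0.02 in that comparison, and of 0.27 and 0.24 without APP-KI; C3aR-KO replicate 1, where both passed camera.

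Ribosomal protein genes (83) had a mean log2 value of 5.41 ± 0.111 in C3aR-positive APP-KI and 4.37 ± 0.0404 in C3aR-positive WT microglia, and of 5.20 ± 0.242 in APP-KI and 4.64 ± 0.0974 in WT of the 4 genotypes (SD, n = 3 each; exact permutation test, two-sided, p = 0.1 for each pair). Over the 79 of them with a mean scaled value of at least 1, the difference was 1.08 and 0.58 with the authors' scaling, 1.07 and 0.56 after quantile normalization, and 1.20 and 0.62 with median ratio scaling, under which the median of all genes was -0.04 and 0.02. For APP-KI; C3aR-KO against APP-KI the difference was -0.06 (exact permutation test over 56 arrangements, two-sided, p = 0.875) and 0.12 without APP-KI; C3aR-KO replicate 1. Such genes have near-identical pseudogenes, with which they can share reads.

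Markers of other cells had mean log2 values over the libraries of 2.31 to 5.37 for astrocytes, 2.52 to 4.38 for oligodendrocytes, 1.11 to 3.37 for endothelial cells and 0.05 to 3.33 for T and NK cells, each highest in APP-KI replicate 5. The endothelial markers were higher in APP-KI than in WT of the 4 genotypes, at 2.99 ± 0.4 against 1.88 ± 0.207 (SD, n = 3 each; exact permutation test, two-sided, p = 0.1). Over the 5 of them with a mean scaled value of at least 1, the difference was 1.25, and 1.10 without APP-KI replicate 5. In C3aR-positive microglia the endothelial markers differed by -0.23. The markers of monocytes and neutrophils ran from 1.41 to 4.70 and the genes raised by warm dissociation from 6.95 to 8.52. The markers of border macrophages ran from 2.88 to 6.37. They were lower in APP-KI than in WT, at 3.95 ± 0.871 against 5.46 ± 0.2 in C3aR-positive microglia and 4.39 ± 0.273 against 5.83 ± 0.732 in the 4 genotypes (SD, n = 3 each; exact permutation test, two-sided, p = 0.1 for each pair). The direction was the same under quantile normalization and median ratio scaling. Microglia can express some of these genes, and no sort purity was tested.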
